# Robust derivation of transplantable dopamine neurons from human pluripotent stem cells by timed retinoic acid delivery

**DOI:** 10.1038/s41467-022-30777-8

**Published:** 2022-06-01

**Authors:** Zhanna Alekseenko, José M. Dias, Andrew F. Adler, Mariya Kozhevnikova, Josina Anna van Lunteren, Sara Nolbrant, Ashwini Jeggari, Svitlana Vasylovska, Takashi Yoshitake, Jan Kehr, Marie Carlén, Andrey Alexeyenko, Malin Parmar, Johan Ericson

**Keywords:** Parkinson's disease, Stem-cell differentiation, Developmental neurogenesis, Parkinson's disease

## Abstract

Stem cell therapies for Parkinson’s disease (PD) have entered first-in-human clinical trials using a set of technically related methods to produce mesencephalic dopamine (mDA) neurons from human pluripotent stem cells (hPSCs). Here, we outline an approach for high-yield derivation of mDA neurons that principally differs from alternative technologies by utilizing retinoic acid (RA) signaling, instead of WNT and FGF8 signaling, to specify mesencephalic fate. Unlike most morphogen signals, where precise concentration determines cell fate, it is the duration of RA exposure that is the key-parameter for mesencephalic specification. This concentration-insensitive patterning approach provides robustness and reduces the need for protocol-adjustments between hPSC-lines. RA-specified progenitors promptly differentiate into functional mDA neurons in vitro, and successfully engraft and relieve motor deficits after transplantation in a rat PD model. Our study provides a potential alternative route for cell therapy and disease modelling that due to its robustness could be particularly expedient when use of autologous- or immunologically matched cells is considered.

## Abstract (web summary)

Stem cell based replacement therapies could provide a treatment for Parkinson’s disease. Here the authors outline a retinoic acid-based approach for robust derivation of dopamine neurons from stem cells that restore motor deficits in parkinsonian rats.

## Introduction

Human pluripotent stem cells (hPSCs) in the form of embryonic stem cells (hESCs) or induced pluripotent stem cells (hiPSCs) provide a scalable cellular source for the production of specific subtypes of neurons that can be utilized for high-throughput drug discovery, disease modeling, or cell replacement therapy in neurodegenerative disorders^1,2^. Mesencephalic dopamine (mDA) neurons in the ventral midbrain (vMB) are of particular interest due to their relatively selective degeneration in Parkinson’s disease (PD), and as pioneering clinical experiments using human fetal midbrain tissue have provided proof-of-concept that grafted dopamine neurons can restore dopamine neurotransmission and provide long-term relief in some PD patients^3^.

Methods for in vitro derivation of human mDA neurons for clinical use have been progressively improved, and stem-cell based therapy for PD has, after extensive evaluation of safety and functional efficacy in preclinical animal models, entered the exciting stage of clinical trials using allogeneic hESCs or hiPSCs as starting material^2,4–6^. The use of allogeneic cells permit the production of large batches of frozen “off-the-shelf” preparations that can be used to treat many patients with the same cell product after validation for safety and efficacy in animal models, but a downside is a need for one year of immunosuppression to avoid rejection after transplantation^2^. Patient-specific hiPSCs are optimal from an immunological perspective, but add the significant challenge of establishing clinical-grade hiPSCs for each individual patient and to effectively direct these cells to adopt an mDA neuron fate prior to grafting. Patient-specific cells are therefore not likely to become a routine therapy at this stage of developments, albeit a recent case report provided proof-of-concept that an autologous approach for cell therapy is feasible^7^. The use of human leucocyte antigen (HLA)-matched hiPSC-lines is an alternative strategy to reduce immunosuppression but demands large numbers of selected HLA-typed hiPSC-lines to cover the majority of the population in a country^8^. Another interesting approach is to establish universal “one-fits-all” hPSC-lines that could provide immune tolerance without need for immunosuppression^9^, but it is unclear when, and if, such lines will be available and approved for clinical use. Therefore, if restorative cell therapy is proven safe and effective in clinical trials, a likely development is that autologous and HLA-matched hiPSC-lines will be explored for routine clinical use. Apart from a standardized establishment of good manufacturing practice (GMP)-compliant hiPSC-lines, this will demand robust mDA neuron protocols that show low cell line- and batch variability in response to patterning agents in order to minimize laborious adjustments for individual cell lines.

Current state-of-the-art hPSC-based mDA neuron protocols utilize similar sets of developmental patterning signals to direct differentiation of hPSCs towards an mDA neuron fate. Dual SMAD inhibition (dSMADi) is applied to promote neural fate selection by preventing hPSCs from adopting alternative somatic or extraembryonic fate options via inhibition of TGF-beta and BMP signaling at early differentiation stages^10^. hPSC-derived neural progenitors adopt a forebrain (FB) fate in the absence of developmental patterning signals. Activation of canonical WNT signaling by the glycogen synthase kinase 3β (GSK3β) inhibitor CHIR90021 (CHIR), often applied together with FGF8, is used to impose a midbrain (MB) regional identity, by mimicking WNT1 and FGF8 signaling emanating from the isthmic organizer at the MB-hindbrain (HB) boundary^11^. Activation of the SHH pathway is in turn used to ventralize cells and induce LMX1A^+^/FOXA2^+^/OTX2^+^ ventral midbrain (vMB) floor plate progenitors, which can differentiate into functional mDA neurons after long-term culturing in vitro or after grafting into PD animal models^12,13^. Albeit the task of restoring dopamine neurotransmission and reversing motor deficits in preclinical models clearly can be achieved using these methods, the anterior-posterior (AP) patterning response of differentiating hPSCs to CHIR is highly concentration-sensitive and requires careful protocol adjustments between cell lines^12,14–16^. Assessment of a large set of grafting experiments have further linked inter-experimental variability to imprecise vMB specification and contamination of diencephalic progenitors in spite of optimized CHIR-titration, which could be adjusted for by the complementing caudalizing activity of FGF8^17^ or with biphasic CHIR-treatment (CHIR-boost)^18^ which reduced diencephalic contamination and induced a more caudal EN1^+^ vMB identity of cells. Nevertheless, a recent study establishes that ablation of 4 caudalizing patterning genes in hESCs promoting HB and spinal cord fates result in a more consistent and concentration-insensitive specification of vMB progenitors by CHIR, providing genetic support that CHIR-based patterning is inherently concentration-sensitive (preprint in bioRxiv)^19^. Development of methods that do not rely on CHIR to specify mesencephalic identity could therefore potentially result in more robust differentiation paradigms with lower batch-to-batch and cell line-to-cell line variability. Also, the high concentrations of CHIR used to impose midbrain identity are predicted to inhibit a broad array of kinases in addition to GSK3β^20^, providing an additional incentive to consider differentiation strategies that do not rely on CHIR^21^.

The isthmic organizer is a secondary signaling center established after the regionalization of the rostral neural plate into brain territories has been initiated^22^. Early brain patterning consequently involves signals operating upstream of WNT1 and FGF8, and certain observations implicate that the vitamin A-derivative Retinoic Acid (RA) may contribute to this process. The strong caudalizing activity of RA is well-established^11^. It is therefore commonly assumed that early RA exposure is incompatible with derivation of neurons with a more rostral origin in the central nervous system, and RA or vitamin A are often actively avoided in hPSC-based mDA neuron protocols^15,23,24^. However, studies have reported a caudal extension of FB and MB markers in vitamin A-deficient quail embryos^25^ and there is a rostral expansion of the HB in mice lacking the RA-degrading enzymes CYP26A1 and CYP26C1^26^. Additionally, studies in mice have defined an early transient time window when FB tissue can be re-specified into a MB-like identity by RA^27^. This implies a potential to apply RA to impose midbrain-character to hPSC-derived NSCs. RA is also known to induce dissolution of pluripotency^28^ and to promote maturation of naïve NSCs at initial stages of neural development^29^, and could therefore possibly promote a rapid conversion of hPSCs into NSCs. In this study, we show that a 48-hour RA pulse in combination with SHH pathway activation promote a rapid specification of LMX1A^+^/FOXA2^+^/OTX2^+^ vMB progenitors that differentiate into functional mDA neurons at high yield in vitro, and which engraft and restore motor deficits after transplantation into a rat model of PD. Finally, by simply tuning the duration of RA exposure, we could effectively generate serotonergic neurons, showing that RA-based patterning primarily relies on duration of signal exposure and provide proof-of-concept that this property has broad applicability and can be used to produce distinct clinically relevant neuronal subtypes from hPSCs.

## Results

### A 48-hour RA-pulse promotes rapid conversion of hPSCs into NSCs with midbrain-like identity

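For RNA-seq at the onset of differentiation, undifferentiated ESCs and dSMADi+RA2D cultures at 2 DDC, which had received 200 nM RA for 2 days, were sequenced with 2 libraries per group. The ESCs were of HS980, a human embryonic stem cell line, and dSMADi is the dual inhibition of SMAD signaling that directs such cells towards a neural fate. The authors mapped the reads of stranded poly-A libraries to the human genome build GRCh37 with STAR. They deposited the number of reads counted on each Ensembl gene by featureCounts, without normalization, and the abundance of each gene estimated as FPKM by StringTie2. Their text does not name the strand setting of the counting or the annotation release. Between 11949504 and 13524859 reads were counted on genes in the ESC libraries, and between 15006516 and 20071069 in the 2 DDC libraries. Counts were normalized for library size by the TMM method of edgeR and compared by its quasi-likelihood test with Benjamini-Hochberg adjustment over the 15728 genes that passed its filter on low counts. Levels are given as CPM, counts scaled to a common library size. Standard errors of log2 fold changes were taken from the fold change and the test statistic. The ESC and 2 DDC libraries carry another label prefix than the libraries of later stages and were fitted on their own. An exact permutation test of 2 libraries against 2 cannot give a two-sided p under 0.333, so no such test is given. Where all libraries of a group held 3 counts or fewer for a gene, the fold change is given as a lower bound computed against 3 counts. These bounds allow for counting error where no counts were found, and not fully where a few were. They take the mean of the other group and do not cover the spread between replicates. Gene positions were taken from an annotation lifted to GRCh37.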

To explore the activities of RA on hESCs directed to adopt a neural fate in response to dSMADi^10^, we treated cultures of the GMP-compliant hESC line HS980 grown under dSMADi-conditions with 200 nM all-trans RA for the first 1, 2, 3, or 4 days of differentiation (RA^1D^, RA^2D^, RA^3D^, RA^4D^) (Fig. 1a) and monitored fate and identity of cells at different stages by immunoblotting, quantitative immunocytochemistry, qPCR, or RNA-sequencing (RNA-seq). Consistent with previous studies^10^, cells grown in dSMADi-only condition underwent a progressive transition from a pluripotency state (OCT4^+^) into a naïve NSC state (SOX1^+^ PAX6^+^) between 0–7 days in differentiation condition (DDC) (Fig. 1b–d). OCT4 was gradually downregulated and approached undetectable levels at ~5 DDC, as revealed by quantitative immunocytochemistry (Fig.1c). Upregulation of SOX1 and PAX6 at low levels occurred at ~3 DDC (Fig. 1b). OCT4 and SOX1 were co-expressed by cells between 3–4 DDC (Fig. 1b, c and Supplementary Fig.1a) showing that the conversion of hPSCs into NSCs in response to dSMADi encompasses a notable time-window over which expression of pluripotency- and neural-specific genes overlap. In contrast, in cultures treated with dSMADi and 200 nM RA for two days or longer (dSMADi + RA^2D,3D^), induction of SOX1 and PAX6 was observed at 2 DDC (Fig. 1e and Supplementary Fig. 1a) and expression of OCT4 had essentially been extinguished by 3 DDC (Fig. 1b, c, f). 

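The gene SOX1 (ENSG00000182968, chromosome 13 from 112721463 to 112726020) had 1 to 2 counts in the ESC libraries and 267 to 320 counts in the 2 DDC libraries. Its level at 2 DDC was 17.5 ± 1.50 CPM (SD, n = 2), at least 70.7-fold higher than in ESCs. The gene PAX6 (ENSG00000007372, chromosome 11 from 31806327 to 31839509) rose from 0.947 ± 0.0126 CPM (SD, n = 2) in ESCs to 21.9 ± 2.48 (SD, n = 2) at 2 DDC. This was a log2 fold change of 4.48 (standard error 0.27, edgeR adjusted p = 1.06e-07). With each library left out in turn, the log2 fold change of PAX6 stayed between 4.36 and 4.60. It was 2.82 when computed from FPKMs with a pseudocount of 1, the alternative that moved it most. The FPKM of PAX6 at 2 DDC was 7.18 ± 3.23 (SD, n = 2), a wider spread than that of its counts.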

Expression levels of SOX1 and PAX6 at 3–4 DDC were notably higher in dSMADi+RA^2D^-cultures relative to dSMADi-only cultures (Fig. 1b, c, f and Supplementary Fig. 1a). By 7 DDC, the expression of SOX1 and the neural stem cell marker NESTIN was similar in dSMADi-only and in dSMADi+RA^2D^ cultures (Fig.1d). RNA-seq analysis of dSMADi+RA^2D^-cultures suggested an overall downregulation of pluripotency genes and upregulation of neural lineage-specific genes at 2 DDC (Fig. 1e and Supplementary Table 1). 

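Between 2 DDC and ESCs, 7543 of the genes tested differed with an edgeR adjusted p under 0.05, of which 3848 were higher and 3695 lower at 2 DDC. The requirement of an absolute log2 fold change of at least 1, the alternative that moved this number most, left 3878 genes. None of the 7543 genes changed sign when any of the 4 libraries was left out. All 19 pluripotency genes of Fig. 1e were lower at 2 DDC and all 21 neuroectoderm genes were higher, both over all genes tested and adjusted over the list alone. The study shows these lists for these same libraries, so the second count is not independent evidence. The gene POU5F1, which encodes OCT4 (ENSG00000204531, chromosome 6 from 31132114 to 31148508), fell from 1639 ± 305 to 208 ± 28.7 CPM (SD, n = 2 each). Its log2 fold change was -3.01 (standard error 0.16, edgeR adjusted p = 4.71e-08). NANOG had 544 to 547 counts in ESCs and 0 counts at 2 DDC, at least 248-fold lower. GDF3 likewise had 0 counts at 2 DDC and was at least 80.2-fold lower. Reads of POU5F1 and NANOG can be shared with their pseudogenes, and the counting does not show how such reads were assigned. The smallest drop among the 19 genes was that of CDH1, with a log2 fold change of -0.43 (standard error 0.13, edgeR adjusted p = 0.0172), which was past the threshold in the counts but not in limma fits on FPKMs. Of the neuroectoderm genes, RARA (0.76) and SOX3 (0.78) had the smallest log2 fold changes. RARB rose by 8.30 on the log2 scale, and ZBTB16 was at least 16.2-fold higher. Among all genes tested, ZNF503 rose most and NANOG and GDF3 fell most, of those with at least 100 counts on average in the higher group. ZNF503 had 0 counts in ESCs and was at least 206-fold higher. From Fig. 1e and Supplementary Table 1, the paper proposes a general loss of pluripotency gene expression and a gain of neural lineage genes.

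**Figure D1:**
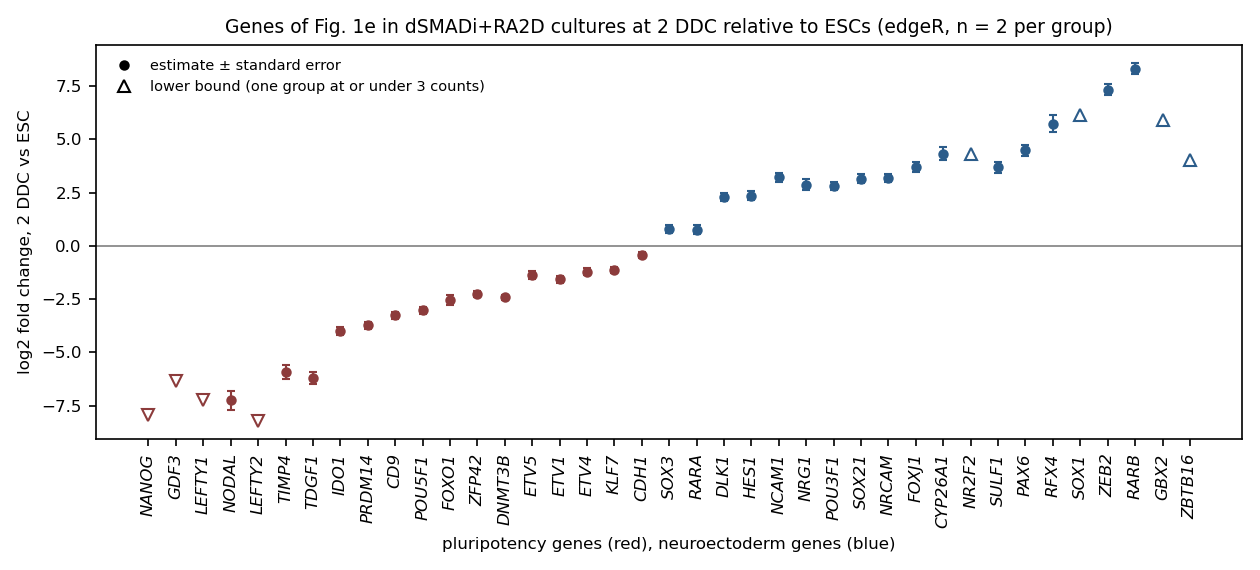
Log2 fold changes at 2 DDC relative to ESCs for pluripotency and neuroectoderm genes of Fig. 1e, with circles for edgeR estimates ± standard error and open triangles for lower bounds of genes with 3 counts or fewer in every library of a group. All pluripotency genes shown lie below 0 and all neuroectoderm genes shown above 0.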

Endodermal or mesodermal lineage markers were not upregulated (Supplementary Fig. 1b). 

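Of the 32 endodermal and mesodermal genes of Supplementary Fig. 1b, 11 passed the filter on low counts. Of these, 2 were higher and 4 lower at 2 DDC by edgeR's test over all genes, and 3 were higher and 5 lower adjusted over the list alone. CXCR4 rose from 0.991 ± 0.0741 to 3.85 ± 0.651 CPM (SD, n = 2 each), a log2 fold change of 1.91 (standard error 0.35, edgeR adjusted p = 0.000837). HNF4A had 0 to 2 counts in ESCs and 13 to 15 counts at 2 DDC, at least 3.38-fold higher (edgeR adjusted p = 0.00817), and was not past the threshold with DESeq2. GATA6, which did not pass the filter, had 2 to 3 counts in ESCs and 9 to 35 counts at 2 DDC, on average 4.89-fold higher when computed against 3 counts. The genes that fell were AFP, NODAL, CER1 and CMKLR1. AFP had a log2 fold change of -3.60 and NODAL one of -7.25, and CER1 was at least 80.1-fold lower. CMKLR1 (-1.57) was not past the threshold with DESeq2. The neuroectoderm genes of the same figure were higher in 14 of 16 cases by edgeR's test. The exceptions were NES, with a log2 fold change of 0.30, and SOX4, with one of 0.12 that turned negative (-0.70) when computed from FPKMs with a pseudocount of 1.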

Prompt suppression of OCT4 and fast upregulation of SOX1 was attained within an RA concentration-range between 50–500 nM when cells were grown in dSMADi+RA^2D^ conditions (Fig. 1g). Treatment of cells with 200 nM RA for one day (dSMADi + RA^1D^) was not sufficient to promote rapid OCT4 suppression or fast upregulation of SOX1 (Fig. 1f), nor was treatment of cells only with RA (without dSMADi) (Supplementary Fig. 1c). Accordingly, combining dSMADi with RA treatment for 48 h or longer promotes a rapid and switch-like transition from a pluripotency state into a NSC state.

**Fig. 1:**
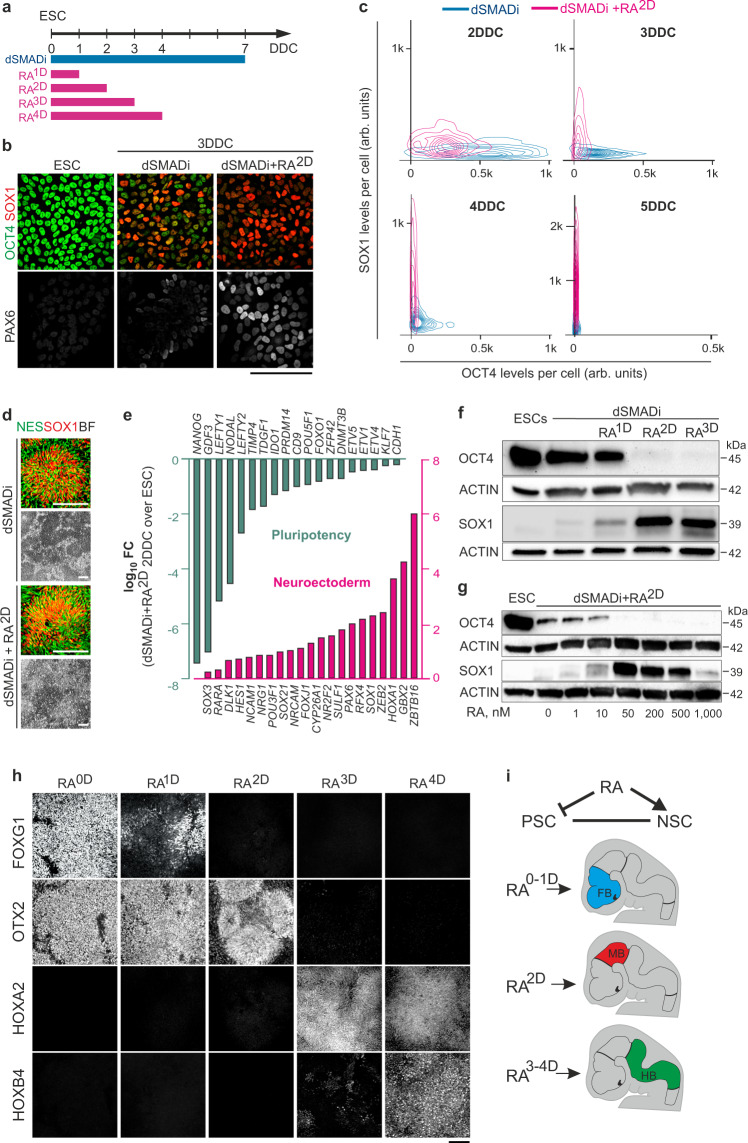
A two-day RA-pulse results in a rapid induction of NSCs expressing a MB-like identity. **a** Schematic of hPSC differentiation with timeline of treatment with dSMADi and RA. **b** Immunocytochemistry for the pluripotency marker OCT4 and neuroectodermal markers SOX1 and PAX6 on ESCs and 3-day cultures differentiated in dual SMAD inhibitors (dSMADi) or in dSMADi with a two-day RA-pulse (dSMADi + RA^2D^). **c** Density plot of single cell expression of SOX1 and OCT4 in cultures differentiated in dSMADi or dSMADi+RA^2D^ at indicated days in differentiation conditions (DDC). 670-760 cells per condition and time point were quantified in a representative differentiation. **d** Immunocytochemistry for neural progenitor markers NES and SOX1, and bright-field (BF) images of cultures at 7 DDC differentiated in the indicated conditions. **e** RNAseq-based *log*_10_ fold change values of expression of genes associated with pluripotency or neuroectodermal fate in dSMADi+RA^2D^ cultures at 2 DDC relative to ESCs. *P* value and FDR in Supplementary Table 1, *n* = 2 independent experiments. **f** Representative western blot for OCT4 and SOX1 of ESC and 3 DDC cultures differentiated in indicated conditions. **g** Representative western blot for OCT4 and SOX1 of ESC and 3 DDC cultures grown in dSMADi-conditions and treated with indicated concentrations of RA for two days. **h** Immunocytochemistry for markers identifying forebrain (FOXG1), forebrain and midbrain (OTX2), hindbrain (HOXA2), and caudal hindbrain (HOXB4) regions in nine DDC cultures differentiated in dSMADi and treated with RA as indicated. **i** Summary of the effects of RA-pulse duration on NSC’s regional identity. Scale bars, 100 µm. Arb.units arbitrary units, FB forebrain, MB midbrain, HB hindbrain.

To determine the regional identity of hPSC-derived NSCs exposed to RA for different timeframes, we analyzed the expression of transcription factors whose expression alone or in combination distinguishes between FB, MB, or HB regional identities in cultures at 9 DDC. dSMADi treatment was included in all following experiments and will not be further highlighted when describing experimental setups. As expected, in hPSC-cultures not treated with RA (RA^0D^), NSCs acquired a FOXG1^+^/OTX2^+^/HOXA2^−^ FB-like identity (Fig. 1h). A similar FB-like character was observed in RA^1D^ cultures, though the level of *FOXG1*^+^ expression was somewhat reduced (Fig. 1h and Supplementary Fig. 1d). Interestingly, in RA^2D^ cultures, FB markers were suppressed and NSCs instead expressed a FOXG1^−^/OTX2^+^/HOXA2^−^ MB-like character (Fig. 1h and Supplementary Fig. 1d). In RA^3D^ and RA^4D^ cultures, NSCs acquired a FOXG1^−^/OTX2^−^/HOXA2^+^/HOXB4^−^ rostral HB and FOXG1^−^/OTX2^−^/HOXA2^+^/HOXB4^+^ caudal HB identities, respectively (Fig. 1h). These data show that a 48-hour RA-pulse suppresses FB fate and imposes a MB-like identity to hPSC-derived NSCs, while longer exposure results in HB identity (Fig.1i).

### Combined RA and SHH signaling imposes a ventral midbrain identity to hPSC-derived NSCs

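The RNA-seq data at 9 DDC come from HS980 cultures that received SAG, an agonist of Smoothened that activates the SHH pathway, from day 0, with RA for 0, 1, 2 or 4 days. The groups are named SAG-only, RA1D + SAG, RA2D + SAG and RA4D + SAG here, with 2 libraries each. Counts per gene and FPKMs were made by the authors as for the ESC and 2 DDC libraries. The total counts per library ranged from 33459389 to 36562912 in SAG-only, from 31426427 to 42144205 in RA1D + SAG, from 30316393 to 48411944 in RA2D + SAG and from 36982426 to 38379993 in RA4D + SAG cultures. The 8 libraries were fitted together in edgeR over 19223 genes, so that the 4 groups shared an estimate of the spread between replicates. The replicates of RA1D + SAG differed more than those of the other groups at this stage, with a standard deviation of 0.786 for the log2 ratio of replicate 2 to replicate 1 across genes. In the other 3 groups this value lay between 0.152 and 0.317. The shared estimate can therefore make p-values of comparisons with RA1D + SAG too small and those of the other comparisons too large.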

We next activated SHH signaling to impose a ventral identity to NSCs by treating cultures with the Smoothened agonist SAG^30^ between 0–9 DDC, and analyzed the fate of cells exposed to RA for different timeframes by immunocytochemistry or RNA-seq (Fig. 2a). At 9 DDC, NSCs generated in SAG-only or RA^1D^ + SAG conditions expressed the FB-specific markers *FOXG1*, *SIX3*, *SIX6*, and *LHX2* (Fig. 2b) and the ventral marker NKX2.1 (Fig. 2a, b) which is a selective marker for the ventral telencephalon and diencephalon^31,32^. 

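In SAG-only cultures, SIX3 was expressed at 326 ± 39.2 CPM and SIX6 at 138 ± 16.2 (SD, n = 2 each), and LHX2 held 434 to 543 counts per library. NKX2-1 (ENSG00000136352, chromosome 14 from 36985597 to 36990354) was at 251 ± 5.54 CPM. In RA1D + SAG cultures SIX3 was at 109 ± 15.6 CPM, SIX6 at 18.2 ± 9.15, LHX2 at 5.74 ± 2.12 and NKX2-1 at 86.8 ± 13.4 (SD, n = 2 each). Compared with SAG-only cultures, the log2 fold change in RA1D + SAG cultures was -1.62 for SIX3 (standard error 0.23, edgeR adjusted p = 0.00501). SIX6 fell by 2.96 on the log2 scale (standard error 0.36, edgeR adjusted p = 0.00421) and NKX2-1 by 1.57 (standard error 0.21, edgeR adjusted p = 0.00361). LHX2 fell by 1.27 on the log2 scale (standard error 0.30, edgeR adjusted p = 0.0456), which was no longer past the threshold with DESeq2's size factors in edgeR. Reads of NKX2-1 can be shared with the antisense gene NKX2-1-AS1, since the strand setting of the counting is not named. The FPKMs of NKX2-1 in the RA1D + SAG replicates were 27.8 and 6.43, while its counts were 2513 and 3818, and in FPKMs the drop was not past the threshold.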

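From RA1D + SAG to RA2D + SAG cultures at 9 DDC, the forebrain genes SIX3, LHX2 and SIX6 had log2 fold changes of -5.96, -5.35 and -3.38, and NKX2-1 had one of -6.69, each past the threshold of edgeR's test. In the RA2D + SAG libraries SIX3 held 59 to 82 counts and NKX2-1 30 to 37. LMX1A (ENSG00000162761, chromosome 1 from 165171104 to 165325952) was at 6.00 ± 0.0963 CPM in RA1D + SAG and at 75.3 ± 1.24 in RA2D + SAG cultures (SD, n = 2 each). Its log2 fold change was 3.67 (standard error 0.20, edgeR adjusted p = 0.000167), and relative to SAG-only cultures it was 5.03 (standard error 0.21, edgeR adjusted p = 9.96e-06). LMX1B (chromosome 9 from 129376207 to 129463311) rose by 2.66 on the log2 scale (standard error 0.20, edgeR adjusted p = 0.000368), which was not past the threshold in FPKMs with a pseudocount of 0.1. FOXA2 (ENSG00000125798, chromosome 20 from 22561636 to 22566093) was at 164 ± 1.63 CPM in RA2D + SAG cultures. Relative to SAG-only cultures its log2 fold change was 1.48 (standard error 0.23, edgeR adjusted p = 0.00294), which was not past the threshold in FPKMs. Relative to RA1D + SAG cultures it was 0.16 (standard error 0.23, edgeR adjusted p = 0.645), within the spread between replicates, and -0.14 without RA1D replicate 1. OTX2 (ENSG00000165588, chromosome 14 from 57266623 to 57283411) held 364 to 562 counts in the RA2D + SAG libraries. Its level was lower than in RA1D + SAG cultures by a log2 fold change of -1.11 (standard error 0.17, edgeR adjusted p = 0.00444) and lower than in SAG-only cultures by one of -2.38 (standard error 0.17, edgeR adjusted p = 6.5e-05).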

In RA^2D^ + SAG cultures, FB markers were suppressed and NSCs adopted a LMX1A^+^/*LMX1B*^*+*^*/FOXA2*^*+*^*/OTX2*^+^ identity characteristic of vMB mDA neuron progenitors (Fig. 2a, b, d). In RA^4D^ + SAG cultures, cells expressed *HOX* genes and the ventral markers NKX2.2, PHOX2B, *NKX6.1*, and *NKX6.2* typical of cranial motor neuron (MN) progenitors of the HB^33^ (Fig. 2a, b, d). 

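Relative to RA2D + SAG cultures, HOXA2 was higher in RA4D + SAG cultures by a log2 fold change of 1.01 (standard error 0.21, edgeR adjusted p = 0.0224), which was no longer past the threshold in FPKMs. HOXA2 already held 331 to 576 counts in the RA2D + SAG libraries. HOXA3 (chromosome 7 from 27145803 to 27192202) rose from 4.61 ± 1.05 to 24.7 ± 0.665 CPM (SD, n = 2 each), a log2 fold change of 2.40 (standard error 0.32, edgeR adjusted p = 0.00431). HOXB4 had 2 counts in each RA2D + SAG library and 170 to 186 counts in the RA4D + SAG libraries, at least 61.4-fold higher. NKX6-1, NKX6-2 and NKX2-2 rose by 1.77, 4.41 and 1.75 on the log2 scale, each past the threshold. The level of NKX2-2 in RA4D + SAG cultures, 20.2 ± 0.779 CPM, was below its level in SAG-only cultures, 92.1 ± 15.5 (SD, n = 2 each). LMX1A and OTX2 were lower in RA4D + SAG cultures, by log2 fold changes of -4.53 and -3.98. FOXA2 had a log2 fold change of 0.86 (standard error 0.23, edgeR adjusted p = 0.0547), which was past the threshold with DESeq2.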

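At an edgeR adjusted p under 0.05, 1370 of 19223 genes differed between RA1D + SAG and SAG-only cultures at 9 DDC, with 954 higher and 416 lower. Between RA2D + SAG and RA1D + SAG cultures 2897 genes differed, with 1540 higher and 1357 lower. With upper-quartile scaling of the libraries 1422 were higher and 1622 lower, so the direction of the majority depended on the scaling. Between RA4D + SAG and RA2D + SAG cultures 2009 genes differed, with 1048 higher and 961 lower. These numbers depended on the spread shared by the 4 groups. In fits over the compared groups alone they were 343, 442 and 7572, in the same order. Of the genes with at least 100 counts on average in the higher group, RESP18 and RP11-356K23.1 rose most in RA1D + SAG relative to SAG-only cultures, by at least 39.6-fold and 80.1-fold, and RAX (-3.85) and KCNK9 (-3.56) had the lowest log2 fold changes. CLDN18 and SLC5A7 rose most in RA2D + SAG relative to RA1D + SAG cultures, by at least 47.8-fold and 69.4-fold, while NKX2-1-AS1 and VAX1 fell most, by at least 128-fold and 95.6-fold. In RA4D + SAG relative to RA2D + SAG cultures ENSG00000248265 and GATA4 rose most, the latter by at least 235-fold, and ENSG00000176320 and SDPR (-6.0) fell most. A principal component analysis of log2 CPM placed 48.9% of the variance on the first component and 23.4% on the second. On the first component the SAG-only libraries lay at -92.8 and -95.3, those of RA1D + SAG at -26.2 and -26.3, those of RA4D + SAG at 49.5 and 50.8, and those of RA2D + SAG at 69.2 and 71.0. On the second component the RA1D + SAG replicates lay apart, at -20.0 and 76.6. The smallest Euclidean distance between libraries of different groups, 111.7, was 0.883 times the largest distance between replicates, 126.5, which was that of RA1D + SAG. Average-linkage clustering into 4 clusters did not return the 4 groups. Over the 500 genes with the largest variance, the alternative that moved this ratio most, it was 1.94 and the clusters were the 4 groups. Without RA1D replicate 1 or 2 it was 1.70 or 1.69.

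**Figure D2:**
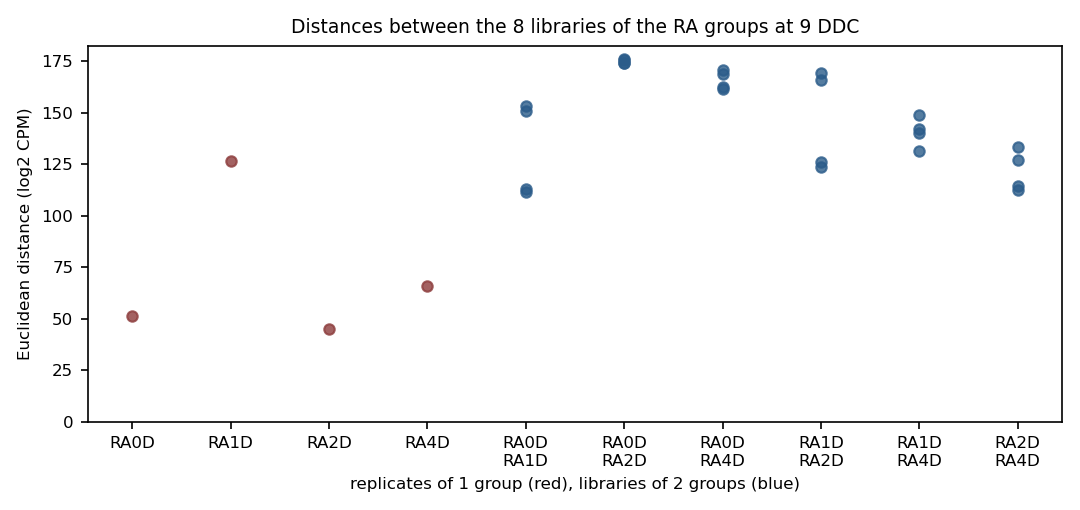
Euclidean distances in log2 CPM between the 8 libraries at 9 DDC, in red for the replicates of each group and in blue for pairs of libraries from 2 groups. The distance between the RA1D replicates, 126.5, exceeds the smallest distance between groups, 111.7, and those of the other 3 groups lie between 45.2 and 66.1.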

Principal component and hierarchal clustering analyses of RNA-seq data showed clear segregation and broad transcriptional changes between cells exposed to RA for different timeframes (Fig. 2c and Supplementary Fig. 2a). Collectively, these data establish first that stepwise increases in duration of RA exposure imposes progressively more caudal regional brain identities (FB- > MB- > HB) to hPSC-derived NSCs (Fig. 1i). 

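Over the whole step from SAG-only to RA2D + SAG cultures, 4352 genes differed at an edgeR adjusted p under 0.05, with 2507 higher and 1845 lower. In a fit over the compared groups alone the number was 10545. UCA1 rose most, to 243 to 480 counts per library, followed by CFC1, which has a near-identical copy that can share its reads, by at least 68.0-fold. NKX2-1-AS1, at least 296-fold lower, and HES5, with a log2 fold change of -8.90, fell most. From the forebrain genes in SAG-only and RA1D + SAG cultures, the vMB genes in RA2D + SAG cultures and the HOX and hindbrain genes in RA4D + SAG cultures, the paper concludes that longer RA exposure imposes more caudal identities.

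**Figure D3:**
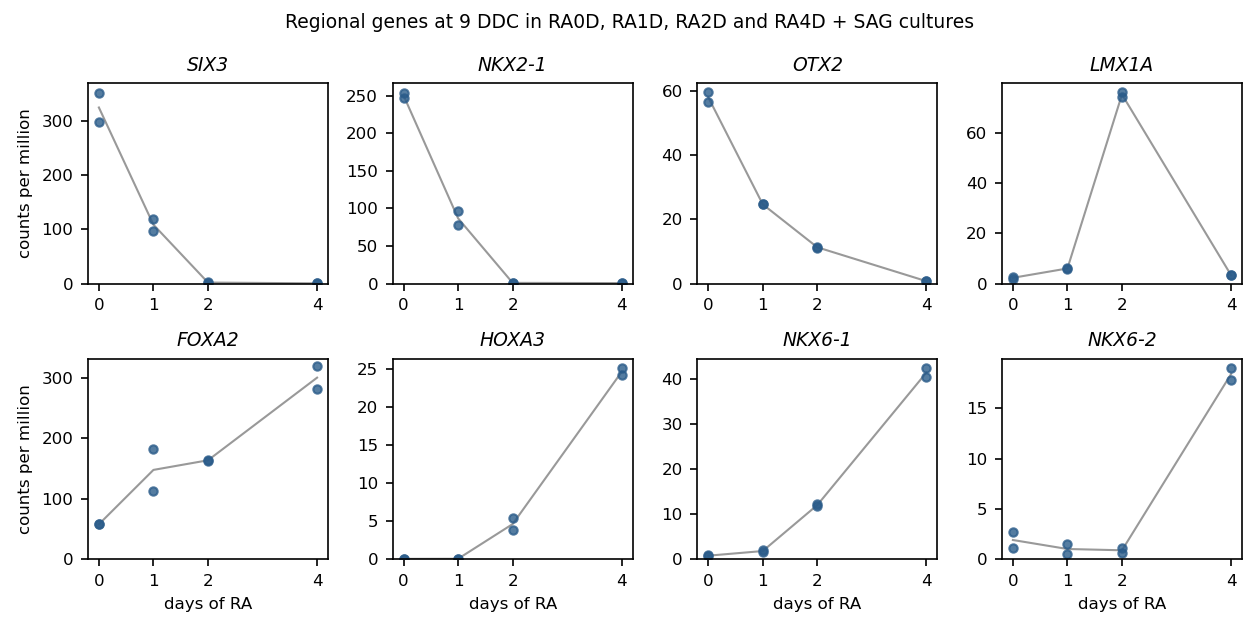
CPM of 8 regional genes at 9 DDC against days of RA, with a point per library (n = 2 per group) and a line through the group means. LMX1A peaks at 2 days with 75.3 CPM, SIX3, NKX2-1 and OTX2 fall with each added day of RA shown, and HOXA3, NKX6-1 and NKX6-2 are highest at 4 days.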

Second, when combined with SHH pathway activation, a 48 h RA-pulse appears sufficient to impose a LMX1A^+^/FOXA2^+^/OTX2^+^ vMB-like identity to NSCs. Effective specification of a LMX1A^+^/FOXA2^+^ vMB-like identity was attained when the 48 hour RA-pulse was initiated between 0–2 DDC (Supplementary Fig.2b) and when SAG treatment was initiated at 0 or 1 DDC (Supplementary Fig.2c) at a concentration ≥50 nM (Supplementary Fig.2d).

**Fig. 2:**
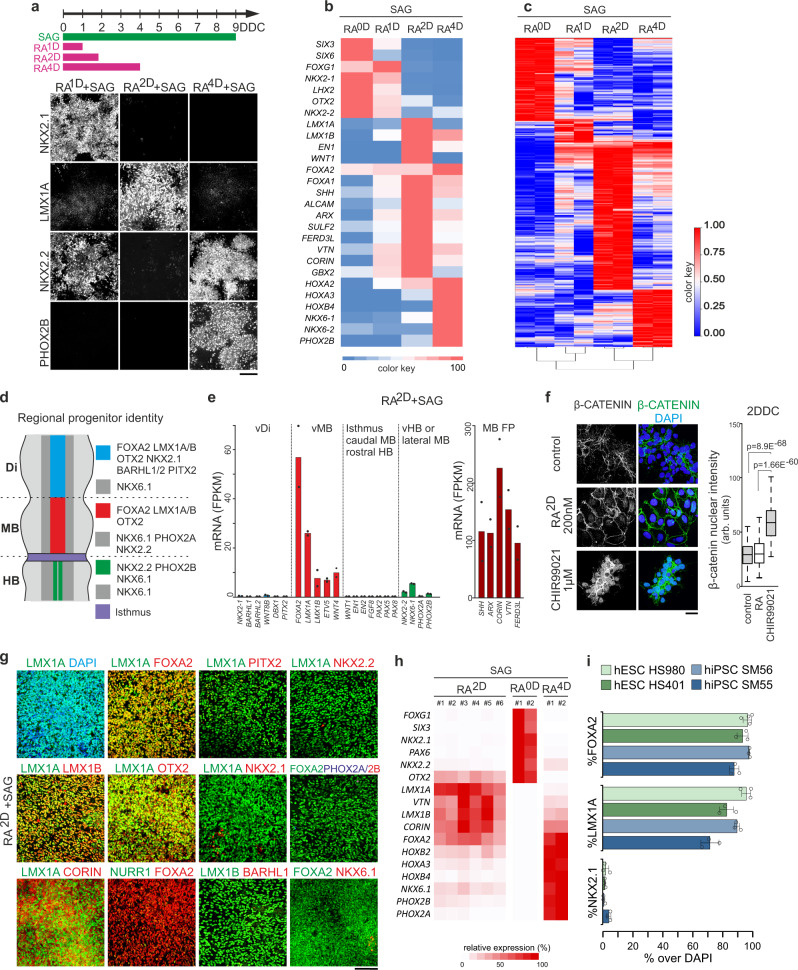
Specification of NSCs with ventral midbrain identity using RA and SHH signaling. **a** Schematic of hPSC differentiation with timeline of treatment with RA and SHH signaling activator (SAG) (top). All cultures were differentiated in dSMADi conditions as indicated in Fig. 1a. Immunocytochemistry for indicated markers at 9 DDC in cultures differentiated in +SAG-condition and pulsed with RA for 1-, 2-, or 4-days (bottom). **b** Normalized gene expression of indicated genes in 9 DDC cultures differentiated in +SAG and treated with RA for the indicated time (*n* = 2 independent experiments per condition). **c** Heatmap and hierarchical clustering of differentially expressed genes of 9 DDC cultures differentiated in +SAG and treated with RA for the indicated time (*n* = 2 independent experiments per condition). **d** Schematic of gene expression profiles defining distinct ventral progenitors in the diencephalon (Di), midbrain (MB), and hindbrain (HB). **e** Expression of genes associated with indicated regional progenitors at 14 DDC in cultures differentiated in +SAG + RA^2D^ in two independent experiments. **f** Representative immunocytochemistry for β-CATENIN (left) and boxplots of β-CATENIN nuclear levels (right) in 2 DDC cultures differentiated in +SAG (control) and treated with RA or CHIR99021. Boxplot data: center line defines median, the box indicates quartile 1 to quartile 3, and whiskers indicate ±1.5x interquartile range. *n* = 227 (control), 247 (RA), 232 (CHIR99021) cells examined over 3 independent differentiations, *p* values derived from unpaired two-tailed *t*-test. **g** Immunocytochemistry for the indicated markers in cultures at 14 DDC differentiated in dSMADi+SAG + RA^2D^. **h** qPCR analysis of a panel of 17 genes for six independent mDA differentiations at 14 DDC (RA^2D^ + SAG column; differentiations #1-#6). mDA samples were compared to cultures differentiated to a forebrain (RA^0D^ + SAG, *n* = 2) or hindbrain (RA^4D^ + SAG, *n* = 2) progenitor identity. **i** Quantification of the percentage of cells expressing FOXA2, LMX1A or NKX2.1 in 14 DDC cultures differentiated in +RA^2D^ + SAG across four different hPSC lines (values, mean ± SD, *n* = 3–4). Scale bars: 100 µm in panels (**a**, **g**), 25 µm panel (**f**).

A LMX1A^+^/LMX1B^+^/FOXA2^+^/OTX2^+^ identity was long considered as a molecular hallmark for vMB progenitors generating mDA neurons, but this identity was shown to be shared also by ventral progenitors of the caudal diencephalon giving rise to subthalamic nucleus (STN) neurons^17,32^ (Fig. 2d). BARHL1, BARHL2, PITX2, and NKX2.1 are selectively expressed by the STN-lineage and thus can be used to distinguish between diencephalic STN-progenitors and vMB progenitors^32^. Analyses of RA^2D^ + SAG cultures after 14 days showed that the vast majority of LMX1A^+^ cells co-expressed FOXA2, OTX2, and LMX1B as well as the vMB marker CORIN^34^ (Fig. 2g; LMX1A^+^FOXA2^+^: 92.5% ± 3.3, OTX2^+^: 97.3% ± 1.7, mean ± SD, *n* = 4). At this stage, a minor subset of cells had initiated expression of NURR1 (Fig. 2g), an early marker of post-mitotic mDA neurons^35^. RNA-seq data showed negligible expression of *BARHL1, BARHL2, PITX2*, and *NKX2.1* (Fig. 2e) and rare LMX1A^+^ or LMX1B^+^ NSCs co-expressed NKX2.1, PITX2, or BARHL1 (Fig. 2g; NKX2.1^+^: 2.1% ± 2 (*n* = 3), PITX2^+^: 1.4 ± 0.8 (*n* = 2); mean ± SD) in 14 DDC cultures. 

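The RNA-seq libraries at 14 DDC are 2 libraries of HS980 cultures that, by their labels, received RA for 2 days and SAG from day 1, with 36819917 to 52041795 counts. Levels are given here as the FPKM the authors deposited. At 14 DDC BARHL1 (chromosome 9 from 135457993 to 135465639) had an FPKM of 0.0979 ± 0.0113 (SD, n = 2), from 10 to 12 counts per library. BARHL2 (chromosome 1 from 91177096 to 91182859) had an FPKM of 0.0130 ± 0.0183 (SD, n = 2) from 1 to 2 counts, within the limit of 3 counts that an absence allows. NKX2-1 had an FPKM of 0.504 ± 0.0435 (SD, n = 2), from 48 to 69 counts. For comparison, LMX1A had an FPKM of 26.3 ± 0.890, FOXA2 one of 57.7 ± 13.1 and OTX2 one of 1.62 ± 0.147 (SD, n = 2 each) in the same libraries. The counts of OTX2 were 164 to 195. The 14 DDC replicates differed across genes by a standard deviation of 0.51 in log2 ratio.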

Expression of NKX2.2, PHOX2B, PHOX2A, and NKX6.1 either alone or in combination define progenitors giving rise to cranial motor neurons (MNs) and serotonergic neurons (5HTNs) in the ventral HB^33,36^, or oculomotor neurons^37^ and GABAergic neurons^38^ derived lateral to mDA neurons in the MB (Fig. 2d). RNA-seq data revealed low expression of these markers in RA^2D^ + SAG cultures (Fig. 2e) and few cells expressed NKX2.2, PHOX2A, PHOX2B, and NKX6.1 at 14 DDC as determined by immunocytochemistry (Fig. 2g). qPCR analyses of six biological replicates of RA^2D^ + SAG cultures isolated at 14 DDC indicated consistent vMB specification and low expression of inappropriate regional markers (Fig. 2h).

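In the 14 DDC libraries NKX6-1 had an FPKM of 5.57 ± 0.153, NKX2-2 one of 2.12 ± 0.328 and PHOX2A one of 0.163 ± 0.109 (SD, n = 2 each). NKX6-1 held 759 to 980 counts, NKX2-2 193 to 215 and PHOX2A 8 to 16.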

WNT1 and FGF8 signaling emanating from the isthmic organizer impose a caudal-high to rostral-low gradient of EN1 and EN2 expression in the MB^39,40^. *EN1*, *EN2*, *WNT1*, *FGF8* and the isthmic markers *PAX2*, *PAX5*, and *PAX8* were expressed at very low or undetectable levels at 14 DDC (Fig. 2e). 

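The FPKM of EN1 at 14 DDC was 0.0876 ± 0.05 (SD, n = 2), from 7 to 12 counts, and that of FGF8 was 0.133 ± 0.0257 (SD, n = 2), from 6 to 10 counts. PAX8 had an FPKM of 0.0706 ± 0.00184 (SD, n = 2), from 13 to 17 counts. EN2, WNT1, PAX2 and PAX5 held 0 to 1 count per library, so their expression was not detectable at this depth.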

Activation of canonical WNT signaling by CHIR99021 is associated with translocation of β-catenin into nuclei^12,21^ (Fig. 2f). There was no nuclear accumulation of β-catenin in response to RA treatment (Fig. 2f) and no induction of *WNT1* or the WNT response gene *AXIN2*, nor *FGF8* in response to RA in ESC-cultures at 2 DDC to 14 DDC (Fig. 2e and Supplementary Fig. 2e) Together, this suggest that LMX1A^+^/FOXA2^+^/OTX2^+^ cells induced by RA and SAG acquire a EN1^−/LOW^ rostral-like vMB identity and that specification of vMB-fate can occur independently of WNT1, FGF8 or induction of isthmic organizer-like cells in hPSC-cultures.

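Between ESCs and 2 DDC, AXIN2 (ENSG00000168646, chromosome 17 from 63524681 to 63557766) fell from 30.6 ± 4.11 to 16.4 ± 0.349 CPM (SD, n = 2 each), a log2 fold change of -0.94 (standard error 0.18, edgeR adjusted p = 0.00111). FGF8 fell from 14 to 29 counts to 7 to 13 counts, a log2 fold change of -1.61 (standard error 0.47, edgeR adjusted p = 0.0137), which was not past the threshold with DESeq2. WNT1 had 0 counts in both ESC libraries and 0 to 1 count at 2 DDC, and no fold change is given. At 9 DDC, AXIN2 was at 14.1 ± 1.42 CPM in SAG-only and at 25.7 ± 0.714 in RA2D + SAG cultures (SD, n = 2 each). This was a log2 fold change of 0.84 (standard error 0.17, edgeR adjusted p = 0.00934), which was not past the threshold in limma fits on FPKMs. Of 7 WNT target genes chosen before the data were examined, 6 were tested in this comparison. All 6 had positive fold changes, with a median of 1.17, and 5 were past the threshold of edgeR's test. Relative to RA1D + SAG cultures 4 were higher and 0 lower. At 2 DDC relative to ESCs, 2 of the 5 tested were higher and 1 lower. FGF8 was lower in RA2D + SAG than in SAG-only cultures, by a log2 fold change of -5.88 (standard error 0.63, edgeR adjusted p = 0.000447), and WNT1 held 1 to 3 counts in RA2D + SAG and 0 in SAG-only libraries. From 12 to 14 DDC the log2 fold change of AXIN2 was 0.57 (standard error 0.15, edgeR adjusted p = 0.0585), which was past the threshold with DESeq2. ESCs and 2 DDC cultures were not tested against later stages, since their libraries differ in label prefix as well as in stage. From the absence of WNT1, AXIN2 and FGF8 induction and of nuclear β-catenin, the paper proposes that vMB fate can be specified independently of WNT1, FGF8 or isthmic organizer-like cells.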

Next we compared the patterning response to RA^2D^ + SAG treatment for one additional hESC-line HS401 as well as two hiPSC-lines SM55 and SM56. For each cell line analyzed at 14 DDC, we observed consistent induction of LMX1A^+^/FOXA2^+^/OTX2^+^/NKX2.1^−^ vMB progenitors at high yield without need to adjust concentration or time of RA exposure (Fig. 2i and Supplementary Fig. 3), which would normally require re-titering of patterning agents using other mDA neuron protocols where CHIR is used for caudalization^15^. Collectively, these data suggest that RA-based differentiation promotes robust and reproducible vMB specification with high inter-experimental consistency and low cell line variability.

### Self-enhanced RA degradation via CYP26A1 mediates robust vMB patterning

To understand the robust patterning activity of RA, we examined patterning output in response to altered concentrations of RA. In these experiments, cells cultured in RA^2D^ + SAG-conditions were exposed to RA in the range of 100–800 nM, and the regional identity of cells was analyzed at 9 DDC. In cultures exposed to 200-400 nM RA, the vast majority of NSCs expressed a LMX1A^+^/NKX2.1^−^ vMB-identity and few cells expressed a diencephalic LMX1A^+^/NKX2.1^+^ identity or NKX2.2^+^/LMX1A^−^ HB-like identity (Fig. 3a, c). It is notable that some LMX1A^+^ at 9 DDC co-expressed NKX2.2 at very low levels (Supplementary Fig. 2c), which is consistent with data showing that NKX2.2 is transiently expressed in vMB progenitors at early developmental stages in vivo^37^. LMX1A^+^/NKX2.1^−^ vMB progenitors were generated also when the RA concentration was reduced to 100 nM or increased to 800 nM RA, but at a lower yield (Fig. 3c). When we used CHIR to specify vMB identity, cells attained a LMX1A^+^/NKX2.1^−^ vMB identity in response to 1 µM CHIR, but the regional identity of NSCs shifted into an anterior diencephalic LMX1A^+^/NKX2.1^+^ character when the concentration was reduced to 0.8 and 0.6 µM (Fig. 3b, c) or into a posterior NKX2.2^+^/LMX1A^−^ presumptive HB identity when the concentration was raised to 1.2 and 1.4 µM (Fig. 3b, c). These data demonstrate that specification of vMB regional identity is relatively tolerant to altered RA concentrations and that it is instead the duration of RA exposure that is central for robust vMB patterning.

**Fig. 3:**
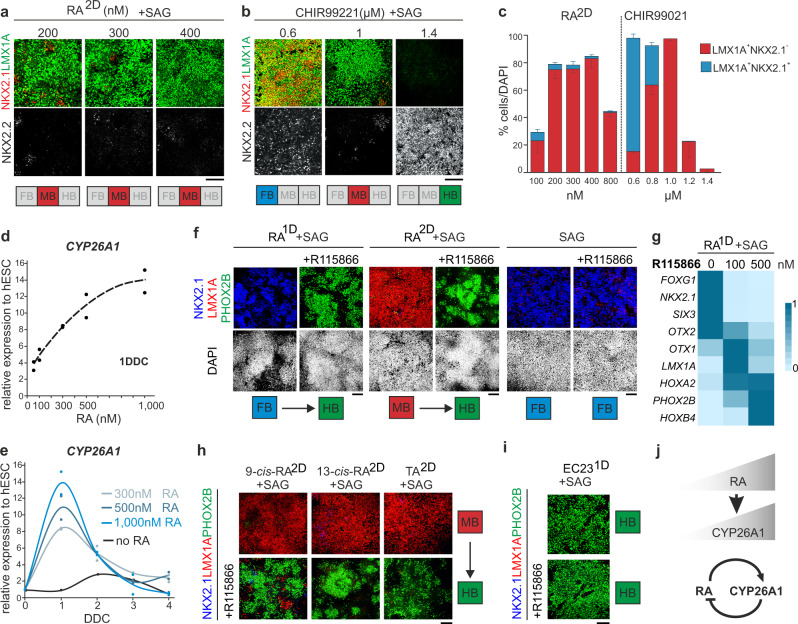
A RA-CYP26 regulatory loop is central for robust RA-mediated patterning response. **a**–**c** Effect of changes in RA (**a**) or CHIR99021 (**b**) concentration on the expression of markers defining ventral forebrain (NKX2.1^+^LMX1A^+^), midbrain (NKX2.1^−^LMX1A^+^) or hindbrain (NKX2.2^+^) in 9 DDC cultures differentiated in dSMADi+SAG, and corresponding quantification of NKX2.1^+^LMX1A^+^ and NKX2.1^−^LMX1A^+^ populations (*n* = 3 independent differentiations per condition). values, mean ± S.D (**c**). **d** Effect of RA concentration (50, 100, 300, 500, and 1000 nM RA) on *CYP26A1* expression in 1 DDC cultures differentiated in dSMADi (data from two independent differentiations). **e** Temporal expression profile of *CYP26A1* in cultures differentiated in dSMADi and pulsed with no RA or 300, 500, or 1000 nM of RA for 2 days (data from two independent differentiations). **f** Effect of inhibition of CYP26 activity with 500 nM R115866 inhibitor on the expression of NKX2.1, LMX1A, and PHOX2B at 9 DDC in cultures differentiated in SAG and indicated RA conditions. **g** Relative gene expression of indicated genes in 9 DDC cultures differentiated in RA^1D^ + SAG condition and in the presence of different concentrations of the CYP26 inhibitor R115866 (data from two independent differentiations). **h**, **i** Immunocytochemistry of NKX2.1, LMX1A, and PHOX2B at 9 DDC in cultures differentiated in dSMADi plus the indicated conditions (500 nM 9-cis-RA, 13-cis-RA and TA; 200 nM EC23) and in the presence or absence of 500 nM R115866. **j** Schematic summary of the regulatory interactions between RA and CYP26A1. Scale bars 100 µm.

The *CYP26* family of genes (*CYP26A1, CYP26B1, CYP26C1*) encode enzymes of the cytochrome p450 family that metabolize RA through oxidation^41^. CYP26A1 is expressed by the rostral-most neuroectoderm and contributes to prevent a rostral extension of HB identity at early stages of neural development^26^. Also, in anterior-posterior patterning of the HB, negative feedback regulation of RA signaling by self-enhanced degradation via induction of CYP26 proteins is central for shaping RA gradients and to buffer for fluctuations of RA levels^42,43^. We observed a RA concentration-dependent activation and adaptive temporal expression profile of *CYP26A1* in hPSC cultures (Fig. 3d, e). This provides a plausible mechanistic rationale for the robust patterning response of hPSCs to RA, as altered RA input can be buffered by a matching change of the rate of RA turnover by CYP26A1. To explore this, we examined the patterning output in response to timed RA exposure after inhibiting CYP26 activity with the selective antagonist R115866^44^ between 0 and 3 DDC. In RA^1D^ + SAG or RA^2D^ + SAG cultures treated with 500 nM R115866, cells acquired a PHOX2B^+^ HB-identity instead of a NKX2.1^+^ FB-identity or LMX1A^+^/NKX2.1^−^ vMB-identity at 9 DDC, respectively (Fig. 3f). *HOXA2* and *HOXB4* were induced in these experiments suggesting a caudal HB identity (Fig. 3g), which corresponds to a regional identity acquired after four days of RA exposure if CYP26 function is left intact (Fig. 1h). When the R115866 concentration was reduced to 100 nM, FB fate was suppressed but cultures contained a mix of LMX1A^+^/NKX2.1^−^ vMB cells and PHOX2B^+^ HB cells (Fig. 3g and Supplementary Fig. 4a), presumably reflecting that a partial inhibition of CYP26A1 produces an intermediate caudalizing effect. Importantly, treatment of cells only with R115866 and SAG did not suppress NKX2.1^+^ FB-fate (Fig. 3f), establishing that the strong caudalizing effect of R115866 is RA-dependent.

Like all-trans RA, 9*-cis* RA, 13-cis RA, and the xenobiotic RA-analogue tazarotenic acid (TA) are substrates for CYP26-mediated oxidation^45,46^. Exposure of cells to 500 nM of these analogues for 48-hours mimicked the patterning activity of all*-trans* RA by imposing a LMX1A^+^/NKX2.1^−^ vMB identity (Fig. 3h and Supplementary Fig. 4b), and inhibition of CYP26 activity resulted in a shift into a PHOX2B^+^ HB identity (Fig. 3h). The synthetic RA analogue EC23 is predicted to be resistant to CYP26 mediated oxidation^47^ and when all-trans-RA was replaced with 200 nM of EC23, cells grown either in EC23^1D^ + SAG or EC23^2D^ + SAG conditions adopted a PHOX2B^+^ HB-identity both with or without inhibition of CYP26 (Fig. 3i and Supplementary Fig. 4a). Titration experiments showed that EC23 could induce LMX1A^+^/NKX2.1^−^ vMB cells, but this was imprecise and required a 20-fold reduction in concentration and treatment of cells only for 24 h (Supplementary Fig. 4c). Together, these data establish that the AP-patterning output in response to timed RA exposure is critically reliant on the RA concentration-dependent activation of CYP26A1 in responding hPSCs, and provides a mechanistic rationale to explain robustness and tolerance to altered RA input in RA-mediated vMB specification (Fig. 3j).

### Effective generation of functional mDA neurons at high yield in vitro

A unique feature of mDA neurons is that they originate from initially non-neuronal floor plate (FP) cells and progenitors must therefore acquire neuronal potential prior to differentiation into neurons^34,48^. Few markers distinguish between these vMB maturation stages, but downregulation of SHH and upregulation of pro-neural bHLH proteins over time correlate with this transition^48^. 

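The time course of RA2D + SAG cultures consists of HS980 libraries that, by their labels, received SAG from day 1 and were taken at 9, 12, 14 and 21 DDC. Each of the first 3 stages has 2 libraries, and 1 library is used at 21 DDC. Total counts were 33993020 to 40349984 at 9 DDC, 31685474 to 38558957 at 12 DDC and 34883918 at 21 DDC. The 7 libraries were fitted together in edgeR over 20377 genes. With 1 library at 21 DDC, differences from 14 DDC have no replicate check there and are given without a p. From 9 to 12 DDC 5147 genes differed at an edgeR adjusted p under 0.05, with 2354 higher and 2793 lower, and from 12 to 14 DDC 1348 genes differed, with 833 higher and 515 lower. The second number rests on the counts, since a limma fit on log2 FPKM with a pseudocount of 0.1 gave 15 genes. In fits over the compared groups alone the numbers were 9888 from 9 to 12 DDC and 486 from 12 to 14 DDC. Of the 9 floor plate genes of Fig. 4a, 8 were higher at 12 than at 9 DDC by edgeR's test, and all 9 adjusted over the list alone. CORIN (chromosome 4 from 47596016 to 47840123) rose from 179 ± 2.03 to 1135 ± 44.5 CPM (SD, n = 2 each), a log2 fold change of 2.63 (standard error 0.20, edgeR adjusted p = 6.72e-05). SHH (ENSG00000164690, chromosome 7 from 155592674 to 155605157) rose from 843 ± 36.6 to 1168 ± 22.0 CPM, a log2 fold change of 0.43 (standard error 0.14, edgeR adjusted p = 0.0628), which was past the threshold with DESeq2. In simulated data of this design, false calls made up 15.8% of DESeq2's calls and 10.8% of edgeR's. The other floor plate genes rose by 0.68 to 2.50 on the log2 scale, and the rises of FERD3L, NTN1 and SULF2 were not past the threshold in FPKMs. At 9 DDC, 8 of the 9 genes had negative fold changes with SAG from day 1 relative to day 0 (median -0.868). From 9 to 12 DDC the median was 1.71. The 12 DDC libraries had a mean distance of 142.6 to their own 9 DDC group. To the 9 DDC cultures with SAG from day 0 it was 112.2. How much of the rise is a change with time, and how much a low start at 9 DDC, was therefore not resolved. Of the genes with at least 100 counts on average in the higher group, FEZF1 (7.06) and ENSG00000176320 rose most from 9 to 12 DDC, and ENSG00000231827 and HES5 fell most, HES5 from 282 to 484 counts to 0 to 2. From 12 to 14 DDC CALB1 (3.96) and RUNX1 (3.70, not past the threshold in FPKMs) rose most and FOXE1 (-4.28) and SYTL5 (-3.21) fell most. From 12 to 14 DDC, NTN1 was lower by a log2 fold change of -0.66 (standard error 0.15, edgeR adjusted p = 0.042), which was not past the threshold in FPKMs, and none of the other 8 genes was past it. Adjusted over the list alone, 1 gene was higher and 3 were lower. VTN had a log2 fold change of 0.69 and was past the threshold with DESeq2. CORIN (-0.04) and ALCAM (-0.01) differed by less than the spread between replicates, and without 14 DDC replicate 1 their log2 fold changes were 0.18 and 0.10. In the 21 DDC library all 9 genes were lower than the mean of 14 DDC. The log2 fold change was -5.18 for VTN, -2.03 for SHH, -1.91 for CORIN and -1.49 for NTN1, and the smallest drop was that of ALCAM, with -0.36. Computed from FPKMs with a pseudocount of 1, the alternative that moved it most, that of SHH was -0.88. The FPKMs of NTN1 in the 14 DDC replicates were 509 and 88.5, from 120636 and 165157 counts.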

RNA-seq analyses of RA^2D^ + SAG treated cells isolated at 9, 12, 14, and 21 DDC showed that the expression of pan-FP markers *SHH*, *CORIN*, *ARX*, *VTN*, *FERD3L*, *NTN1, SLIT2*, *SULF2*, and *ALCAM* peaked at around 12-14 DDC and subsequently declined (Fig. 4a, Supplementary Fig. 5a and Supplementary Table 2). Conversely, *NEUROG2*, *NEUROG1, NEUROD4*, and *ASCL1* encoding pro-neural bHLH proteins were upregulated at 21 DDC (Fig. 4a) as well as the mDA neuron markers *NR4A2* (*NURR1*) and *TH*, and the pan-neuronal markers *DCX*, *TUBB3*, and *STMN2* (Fig. 4a and Supplementary Table 2). 

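In the 21 DDC library all 9 neurogenesis genes of Fig. 4a were higher than the mean of 14 DDC. NEUROG2 (chromosome 4 from 113434672 to 113437336) had 3 to 4 counts at 14 DDC and 2156 counts at 21 DDC, a log2 fold change of 9.47. NEUROG1 had 0 to 1 count at 14 DDC and 437 counts at 21 DDC, at least 171-fold higher. NEUROD4 had a log2 fold change of 6.31. NR4A2 rose from 16 to 28 counts at 14 DDC to 771 counts, a log2 fold change of 5.40, and TH (chromosome 11 from 2185159 to 2193045) from 2 to 4 counts to 560 counts, a log2 fold change of 7.73. DCX, TUBB3 and STMN2 rose by 4.06, 2.65 and 5.50 on the log2 scale. NEUROD4, DCX and TH were also expressed at 9 DDC, at 41.6 ± 2.58, 160 ± 5.00 and 1.96 ± 1.02 CPM (SD, n = 2 each), above their levels at 12 and 14 DDC. In the same 21 DDC library all 6 diencephalon genes of Fig. 2e were higher than at 14 DDC. All 6 isthmus genes of Fig. 2e that passed the filter were higher too (median log2 fold change 4.66). So were 6 of the 7 forebrain genes of Fig. 2b (median 5.14). The isthmus genes held few counts at 14 DDC, so the size of their rise is uncertain. The paper takes the fall of SHH and the rise of pro-neural bHLH genes as marks of the passage of floor plate cells to neurogenic progenitors.

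**Figure D4:**
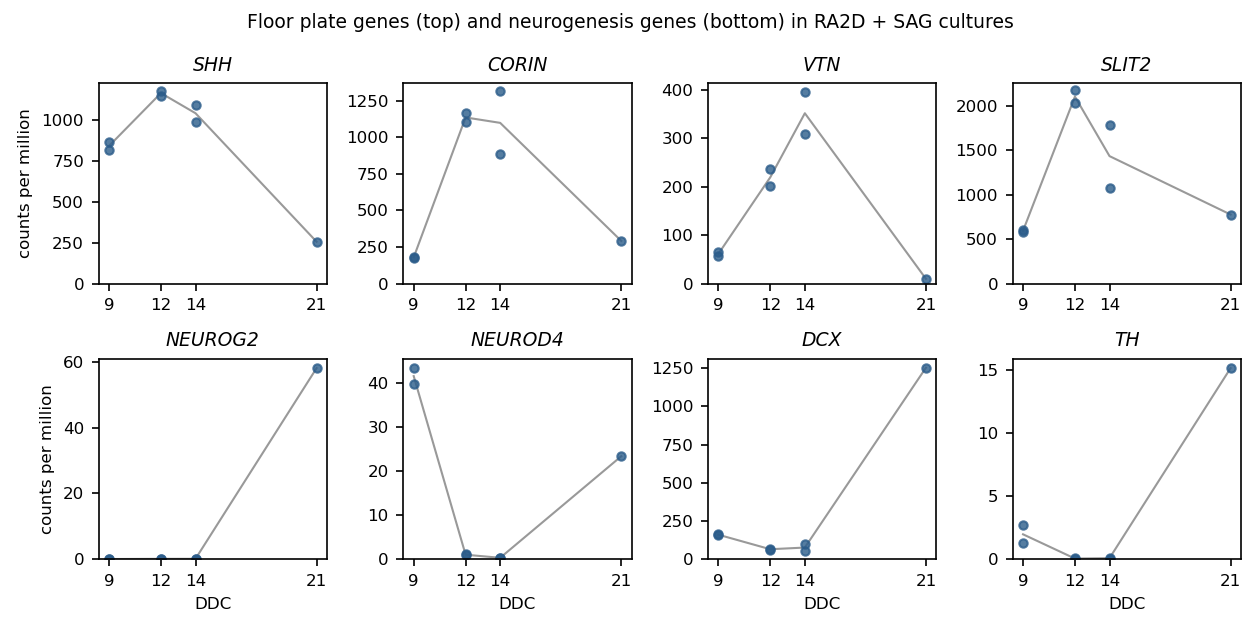
CPM of 4 floor plate genes (top) and 4 neurogenesis genes (bottom) in RA2D + SAG cultures against DDC, with a point per library and a line through the means (n = 2 at 9, 12 and 14 DDC and n = 1 at 21 DDC). The floor plate genes are highest at 12 or 14 DDC, NEUROG2, DCX and TH at 21 DDC, and NEUROD4 at 9 DDC.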

Immunocytochemical analyses confirmed that SHH expression was higher at 14 DDC as compared to 21 DDC and that the number of NEUROG2^+^ progenitors increased over this period (Fig. 4b). There was a progressive accumulation of HuC/D^+^ neurons between 14 and 21 DDC (Fig. 4c, d), and by 21 DDC, ~30% of DAPI^+^ cells accounted for HuC/D^+^ neurons in RA^2D^ + SAG cultures (Fig. 4d). Many of these had also initiated expression of TH (Fig. 4c). When we applied CHIR + SAG to specify LMX1A^+^/NKX2.1^−^ vMB progenitors (Fig. 3b) cells initiated neurogenesis at around 17 DDC (Fig. 4c, d) which is consistent with previous studies^13,15^. At 21 DDC, HuC/D^+^ neurons constituted ~10% of total cells and few neurons expressed TH (Fig. 4c, d). Similar results were observed when CHIR + SAG-treated cultures were complemented with FGF8b-treatment between 9–16 DDC^15,17^ (Fig. 4c). This indicate that RA-specified vMB progenitors initiate neurogenesis early and that cells at the population level undergo relatively coordinated conversion from an immature FP state to a neurogenic mDA neuron progenitor state.

**Fig. 4:**
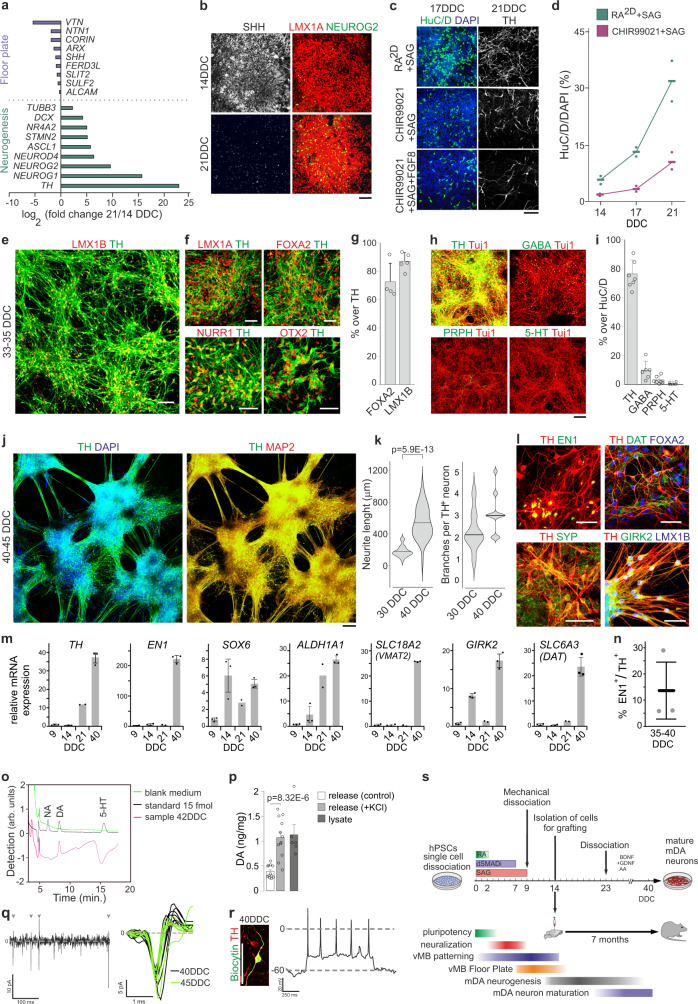
Generation of functional dopaminergic neurons in vitro. **a**–**r** Analysis of cultures differentiated in dSMADi+RA^2D^ + SAG (**a**, **b**, **e**–**r)** or dSMADi+SAG and indicated RA, CHIR99021, or CHIR99021 + FGF8 condition (**c**, **d**). **a** RNAseq-based *log*_2_ fold change values of expression of genes associated with floorplate identity and neurogenesis at 21 DDC relative to 14 DDC. P- and FDR-values in Supplementary Table 2, data from two independent experiments (*n* = 2). **b** SHH, LMX1A, and NEUROG2 immunocytochemistry at 14 and 21 DDC. **c** Immunocytochemistry of neuronal marker HuC/D at 17 DDC and dopaminergic neuron marker TH at 21 DDC in indicated conditions. **d** Quantification of HuC/D^+^ neurons at 14, 17, and 21 DDC in indicated conditions (*n* = 2). **e**–**i** Immunocytochemistry of indicated markers (**e**, **f**, **h**) and quantifications of TH^+^ cells expressing FOXA2 or LMX1B (*n* = 4 and *n* = 5, respectively) (**g**), and of dopaminergic (TH^+^, *n* = 7), GABAergic (GABA^+^, *n* = 6), motor (PRPH^+^, *n* = 7), and serotonergic (5-HT^+^, *n* = 7) neurons at 33–35 DDC. **i** Values, mean ± S.D.TH/Tuj and 5-HT/Tuj images in (**h**) correspond to a triple 5-HT/TH/Tuj immunocytochemistry. **j**, **l** Immunocytochemistry of indicated markers in 40–45 DDC cultures. **k** Violin plots of neurite length (center line, mean; *p* value from pairwise Wilcoxon test) and of neurite branching quantification (center line, mean) in 30 and 40 DDC TH^+^ neurons, *n* = 40 neurons per time point. **m** qPCR of mDA markers during mDA differentiation (*n* = 3, except for 21 DDC where *n* = 2). **n** Quantification of TH^+^ cells expressing EN1 at 35–40 DDC (*n* = 3). Data in (m,n) as mean ± S.D. **o** HPLC detection of noradrenaline (NA), dopamine (DA), and serotonin (5-HT) in the supernatant of 42 DDC cultures. **p** Quantification of dopamine levels in media at 42 DDC in control (*n* = 12) or after KCL induced dopamine release (*n* = 12), and in total cell lysate (*n* = 6). Values presented as mean ± SEM, *p* value from two-tailed unpaired *t-*test. **q** Cell-attached recording, showing spontaneous action potentials (left) and isolated spontaneous action potentials (right) from cells at 40–45 DDC. Gray arrowheads denote spontaneous spikes. **r** Immunocytochemistry for TH on Biocytin labelled neuron (left) and evoked spike train (right) in 40 DDC neuron. Schematic summary of differentiation timeline. Scale bars: 100 µm in (**b**, **c**, **e**, **h**, **j**) and 50 µm (**f**, **l**, **r**).

RA-specified TH^+^ neurons acquired a progressively more advanced neuronal morphology with progressive outgrowth and branching of axonal processes between 30–45 DDC (Fig. 4e, j, k). TH^+^ neurons expressed mDA neuron markers LMX1B, LMX1A, FOXA2, NURR1, and OTX2 at 30–35 DDC (Fig. 4 e–g). Only rare cells expressed Ki67 or phospho-histone H3 at 35–40 DDC (Supplementary Fig. 5b) indicating low mitotic activity in long-term cultures. ~80% of all neurons expressed TH^+^ at 35 DDC (Fig. 4h, i). ~10% of neurons expressed GABA (Fig. 4h, i), and some of these co-expressed TH (Supplementary Fig. 5b). Only rare neurons expressing 5-HT or the MN marker PRPH were detected (Fig. 4h, i). All four hPSC-lines examined in this study were confirmed to give rise to a high content of TH^+^ neurons (~60–80% of total neurons) in long-term cultures (Supplementary Fig. 5c).

Temporal mRNA expression analyses revealed a notable upregulation of *EN1* in ESC-cultures at 40 DDC (Fig.  4m) and a small fraction of TH^+^ neurons (~15%) expressed detectable EN1 based on immunocytochemistry (Fig. 4l, n). Accordingly, while immature RA-specified rostral-like vMB progenitors show negligible *EN1* expression (Fig. 4m), this indicates that EN1 becomes upregulated in differentiating mDA neurons over time (see also below). Cells also expressed the mDA neuron maturation markers DAT, GIRK2, SYNAPTOPHYSIN, CALB1, *SOX6, VMAT2* and *ALDH1A1* at 40 DDC, as determined by immunocytochemistry (Fig. 4l and Supplementary Fig. 5b, d) or mRNA expression (Fig. 4m). High performance liquid chromatography (HPLC) analyses at 42 DDC established that neurons produced and released dopamine (Fig. 4o, p), but not serotonin (5-HT) or noradrenaline (NA) (Fig. 4o). The time hPSC-derived cells acquire spontaneous action potentials, evoked action potentials and voltage-dependent Na^+^ and K^+^ currents provide another measure to evaluate the maturation state of mDA neurons in vitro^49^. In RA^2D^ + SAG-cultures, the number of patched cells showing voltage-dependent Na^+^ and K^+^ currents was low at 35 DDC but increased notably at 38 DDC and remained at a largely constant level thereafter (Supplementary Fig. 6), and neurons exhibiting spontaneous (Fig. 4q) or evoked action potentials (Fig. 4r) were recorded at 40–45 DDC. Collectively, these data establish that RA-specified vMB progenitors differentiate into functional mDA neurons at high yield in vitro (Fig. 4s), with little contamination of neuronal subtypes generated in close proximity to mDA neurons in the developing brainstem.

### RA-specified cells engraft and reverse motor deficits in a rat model of PD

To determine the in vivo performance of vMB progenitors specified in response to RA^2D^ + SAG, we transplanted vMB preparations in a pre-clinical rat model of PD^50^. vMB progenitors were isolated at 14 DDC (Fig. 4s) and grafted to the striatum of athymic (nude) rats with prior unilateral 6-OHDA lesion to the medial forebrain bundle as previously described^17^ (Supplementary Fig. 7a). Seven months after transplantation, immunohistochemistry analysis showed that all nine rats had surviving, neuron rich grafts with extensive innervation of DA target regions including dorsolateral striatum and prefrontal cortex (Fig. 5a). The grafts contained a large number of TH^+^ neurons (4300 ± 47 TH^+^ neurons per graft, Fig. 5b) which co-labeled with the human marker HuNu (Fig. 5c, d and Supplementary Fig. 7b). Graft-derived TH^+^ neurons also co-expressed FOXA2, LMX1A/B, PITX3, NURR1, and EN1 (Fig. 5e–j), indicating that they adopted an mDA phenotype also after transplantation. ~70% of TH^+^ neurons expressed detectable EN1 after grafting, showing that a majority of RA-specified mDA neurons expressed EN1 after differentiation and maturation in vivo (Fig. 5n). ≥70% of TH^+^ neurons also co-expressed PITX3 as well as GIRK2 and SOX6, which are markers enriched in therapeutic A9-subtype of mDA neurons^51^ (Fig. 5i–l, n). The A9 identity was further supported by TH^+^ fibers innervating the surrounding dorsolateral striatum (Fig. 5a and Supplementary Fig. 7c). Innervation was also detected in prefrontal cortex and a small fraction of TH^+^ neurons expressed CALB1 (20.5% ± 4.7, mean ± SD) (Fig. 5m, n), a marker enriched in A10 subtypes of mDA neurons^51^. The functionality of the TH^+^ neurons was assessed using drug induced and spontaneous motor tests; amphetamine-induced rotation and stepping test, which demonstrated functional recovery 7 months post transplantation (Fig. 5o–q). Together, these results show that hPSC-derived vMB progenitors specified by RA and SAG successfully engraft, extend projections to relevant target areas, and differentiate into functional mDA neurons that restore motor deficits in an animal model of PD to a degree comparable to what has been reported from cells generated using CHIR-based patterning protocols^13,17,52,53^.

**Fig. 5:**
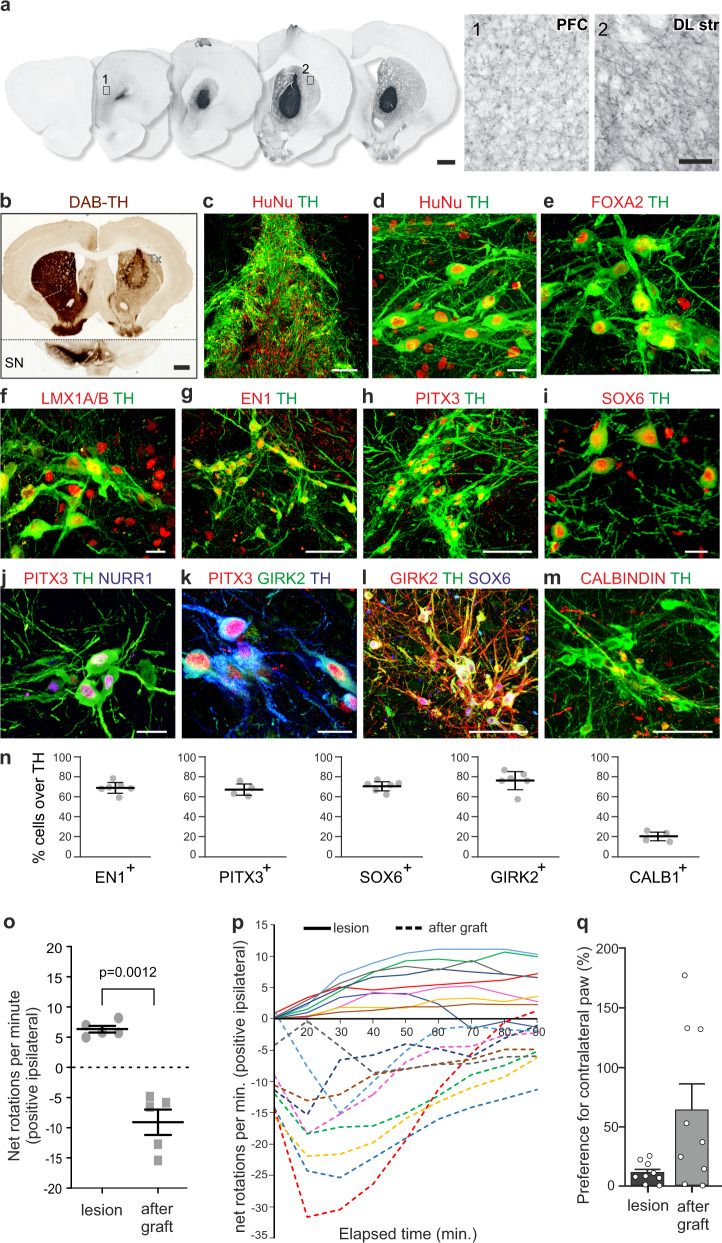
RA-specified vMB preparations differentiate into functional dopaminergic neurons and restore motor deficits after transplantation into a rat model of PD. **a**–**m** Immunohistological analysis of unilaterally 6-OHDA lesioned rats seven months after grafting of vMB preparations into the striatum. **a** Overview of graft-derived innervation to the host brain labeled with DAB-developed hNCAM staining, and magnification of human neuronal fiber outgrowth toward prefrontal cortex (PFC) and dorsolateral striatum (DLstr). **b** TH expression in striatum and substantia nigra (SN). Note TH immuno-reactivity throughout the striatum and lack of TH expression in the SN on the lesioned side (right). **c**–**m** Immunohistochemistry of indicated markers in grafts. **n** Quantification of the percentage of TH^+^ cells in grafts expressing EN1, SOX6, GIRK2 (*n* = 6 rats), PITX3 or CALB1 (*n* = 4 rats). Data presented as mean ± S.D. **o** Quantification of net rotations per minute in rats with baseline amphetamine-induced rotation scores ≥5 ipsilateral turns per minute (*n* = 5 rats) after lesion and seven months after transplantation. Data presented as mean ± S.E.M, *p* value from Welch’s unequal variance two-tailed *t*-test. **p** Rotational behavior over time after administration of amphetamine before (solid lines) and seven months after (dashed lines) grafting of all grafted animals (*n* = 9 rats). **q** Preference for contralateral paw use after lesion and seven months after transplantation. Data presented as mean±S.E.M (*n* = 9 rats). **o**–**q** the same rats analyzed post-lesion were analyzed seven months post-transplantation. Scale bars: 1000 µm in (**a**). left and (**b**), 100 µm in (**a**). right; 25 µm in (**d**, **e**, **f**, **I**, **j**, **k**); 10 µm in (**c**, **g**, **h**, **l**, **m**).

### Timed RA exposure to specify distinct types of clinically relevant neurons

While our study focuses on RA-based specification of mDA neurons, timed RA exposure should be broadly applicable for specification of various types of clinically relevant neurons from hPSCs. For instance, prolonged RA exposure (≥ 3 days) together with SHH pathway activation induces NKX2.2^+^ HB-like progenitors (Fig. 2a, b) which are known to sequentially generate cranial PHOX2B^+^ motor neurons (MN) and serotonergic neurons (5HTNs) during mouse and human development^36,54^. Since 5HTNs modulate a broad array of physiological processes and behaviors, and are implicated in the pathophysiology of a spectrum of psychiatric conditions^55,56^, we examined if timed RA treatment could provide a strategy also for the production of human 5HTNs^16,55^ (Fig. 6a). The time-window over which MNs are produced is defined by the co-expression of NKX2.2 and the MN-determinant PHOX2B in progenitors^57^. In RA^4D^ + SAG-cultures, NKX2.2 and PHOX2B were co-expressed between ~9–16 DDC (Fig. 6b) and there was a progressive accumulation of differentiating MNs over this period, as determined by the presence of PHOX2B^+^/NKX2.2^−^ cells at 17 DDC, and PHOX2B^+^/PRPH^+^/ISL1^+^/ISL2^+^ and PHOX2B^+^/TuJ1^+^ neurons at 19 DDC (Fig. 6b). At 17 DDC, PHOX2B was downregulated in most NKX2.2^+^ progenitors and cells expressing the 5HTN-lineage marker GATA3 had begun to emerge (Fig. 6b), indicating that progenitors underwent a MN-to-5HTN fate switch around this time. To reduce the amount of early-born MNs in culture, we introduced a dissociation step at 24 DCC as differentiated neurons showed lower capacity to reattach to the culture dish relative to immature precursors (Fig. 6a). Using this method, we could reduce the number of PHOX2B^+^ MNs in culture at 34 DDC to ~6% (Fig. 6c, d) and attained cultures in which ~60–65% of total HuC/D^+^ neurons expressed 5-HT and molecular markers characteristic of 5HTNs such as GATA3, LMX1B, tryptophan hydroxylase 2 (TPH2), serotonin transporter (SERT), and the 5-HT1A autoreceptor (5-HT1AR) (Fig. 6c–e). Together, these data provide proof-of-concept that timed duration of RA exposure can be applied for effective in vitro-derivation of human 5HTNs.

**Fig. 6:**
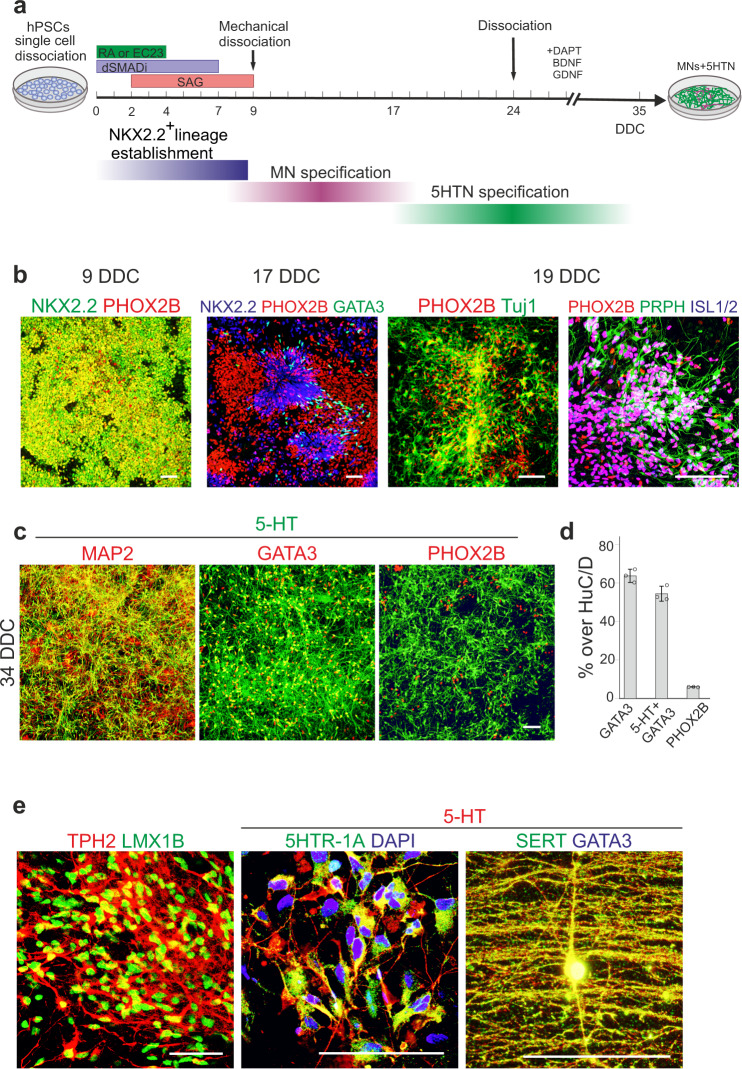
Specification of cranial MNs and 5HTNs. **a** Schematic summary of differentiation conditions and processes timeline during MN and 5HTN generation. **b** Immunocytochemistry of NKX2.2, PHOX2B, and GATA3 at 9 and 17 DDC, and of Tuj1, PRPH, PHOX2B, and ISL1/2 at 19 DDC in cultures treated with RA^4D^ + SAG. **c** Immunocytochemistry for serotonin (5-HT) together with MAP2, GATA3, or PHOX2B at 34 DDC. **d** Quantification of HuC/D^+^ cells expressing PHOX2B, GATA3, or GATA3 and 5-HT, at 34 DDC (*n* = 3 independent differentiations). Data represented as mean ± S.D. **e** Immunocytochemistry of indicated markers in 5HTNs at 35-45 DDC. Scale bars: 100 µm in panels (**b**, **c**) and 50 µm in panel (**e**).

## Discussion

A central objective in stem cell research is the development of simple and robust differentiation techniques resulting in reproducible production of the desired cell product at high yield and purity^58^. In this study, we present an alternative approach for derivation of transplantable human mDA neurons which is principally different from existing state-of-the-art hPSC-based mDA neuron protocols, as it utilizes RA signaling instead of CHIR99021 or CHIR99021 and FGF8 to impose MB identity to hPSC-derived neural progenitors. When combined with SHH pathway activation, a 48-hour RA-pulse results in a consistent specification vMB progenitors with negligible contamination of cells expressing diencephalic or hindbrain identities. RA-specified vMB progenitors undergo progressive differentiation and maturation steps consistent with normal mDA neuron development resulting in high yield of mDA neurons expressing functional features in long-term cultures.

We show that RA is sufficient to impose progressively more caudal brain identities in a manner comparable to progressive activation of canonical WNT signaling by CHIR99021. However, a distinguishing feature with RA-based patterning is that regional specification is set by the duration of signal exposure and that the patterning response is relatively insensitive to altered RA concentrations. RA differs in this aspect to most developmental morphogen signals which specify different fates at different concentrations, including WNT^12,16^. We could assign the tolerance to variable levels of RA input to a negative feedback loop whereby fluctuations of RA input is counterbalanced by matching changes in rate of RA turnover by CYP26A1^43^. This regulatory circuitry is crucial for a reliable regional specification as the patterning response was disrupted after pharmacological inhibition of CYP26A1. Accordingly, these regulatory features provide robustness and reproducibility to the differentiation procedure and should contribute to reduce the need for batch-to-batch and line-to-line adjustments. This could facilitate differentiations where multiple hiPSC-lines are considered for clinical use or disease modelling in vitro^2,8^, as well as scale-up efforts when a large number of cells are needed. Additionally, apart from promoting mDA neuron fate, we show that prolonged duration of RA exposure could be used to produce cranial MNs and 5HTNs indicating broad applicability of the differentiation paradigm. While our study firmly establish that RA is sufficient to specify mesencephalic fate independent of WNT and FGF8 signaling, a previous study has exploited a combination RA, WNT1, FGF8a, and SHH for hPSC-based derivation of mDA neurons^59^. In this study, a yield of ~1% FOXA2^+^/TH^+^ neurons was observed in long term cultures but FOXA2^+^/TH^+^ neurons were lost when WNT1 was selectively omitted from the differentiation procedure. The use of RA in this particular setting was consequently not sufficient to specify mDA neuron fate, and this could instead be allocated to WNT signaling.

We found that early RA exposure, in the context of dSMADi treatment, also promotes a fast and switch-like conversion of OCT4^+^/SOX1^−^ hPSCs into OCT4^−^/SOX1^+^ NSCs. This activity has a synchronizing effect on cells at the population level and presumably explains why RA-specified vMB progenitors undergo a relatively coordinated transition from a FP state to a neurogenic state ~2–3 weeks after RA treatment has ended. The RA-driven dissolution of pluripotency is also desirable from a safety perspective as it minimizes the potential risk for reactivation of pluripotency genes or that sporadic cells would maintain traits of pluripotency for more extended periods of time. However, with this said, it is important to stress that there are no reports of adverse side effect such as cellular overgrowth after extensive preclinical evaluations or from initiated clinical experiments using preceding mDA neuron protocols^60,61^.

When grafted into the striatum of 6-OHDA-lesioned rats, RA-specified vMB progenitors engraft, differentiate into mature mDA neurons that survive over long-term, and restore motor function. A majority of TH^+^ neurons present in grafts expressed EN1 which is notably since EN1 is required for long-term survival of mDA neurons in mice^62,63^. Since our in vitro analyses establish negligible expression of EN1 in RA-specified vMB progenitors (Figs. 2e, 4m) we did not examine EN1 in the preparation used for grafting. We cannot, therefore, formally conclude that this batch lacked EN1 expression, which potentially could influence the numbers of EN1^+^/TH^+^ neurons generated. However, as upregulation of EN1 is observed in a subset of relatively young mDA neurons in vitro, it seems more plausible that the high proportion of EN1^+^/TH^+^ neurons in grafts reflects a progressive activation of EN1 in maturating RA-specified mDA neurons over time. Quantification of SOX6, PITX3, and GIRK2 in grafts further indicate that the major proportion of RA-specified mDA neurons express a A9-like subtype identity. Thus, RA-based vMB specification offers a potential alternative route to generate cells for cell therapy in PD. In this initial transplantation study we isolated vMB progenitors for grafting at a young FP-state which provided important proof-of-concept that mDA neurons generated using RA-based protocol function *en par* with mDA neurons generated using CHIR-based protocols^13,17,52,53^.

As RA-specified cells undergo a relatively synchronized differentiation, it will in future experiments be exciting to explore if grafting of vMB progenitors isolated at other maturation stages potentially could improve yield, function, and innervation of mDA neurons, or the composition of the grafts^64^. The identification of RA as a MB patterning agent further provides an additional tool to explore if the combinatorial use of patterning signals can improve quality of preparations, as previously shown for the progressive development of CHIR99021/FGF8-based mDA neuron protocols^13,17,65^. For instance, recent CHIR- protocols utilized FGF8^17^ or a second CHIR-boost^18^ to reduce undesired diencephalic progenitors in preparations by promoting a caudal EN1^+^ vMB progenitor identity, which improved graft outcome. RA-specified progenitors acquire a EN1^−^ more rostral-like vMB identity without any significant contamination of diencephalic cells, which also resulted in a good graft outcome. In relation to this, it is notable that there is an uneven topological distribution of mDA neuron subtypes along the rostro-caudal axis of the adult MB, and with a concentration of A9-subtypes rostrally^51,66^. To what extent this relate to the positional origin of birth of neurons remains uncertain, but since RA imposes a rostral-like vMB identity while CHIR and FGF8 promotes more caudal-like vMB identities^17,18^, it will be interesting to explore if sub-patterning of vMB progenitors by the combinatorial use of these signals can be used to modulate the subtype-composition of mDA neurons in grafts. Additionally, as RA acts upstream of signals emanating from the isthmic organizer, it is conceivable that sequential activation of RA and WNT signaling in hPSC-cultures more closely mimics normal embryonic development which could be beneficiary both regarding yield and functional efficiency of hPSC-derived mDA neurons after grafting.

## Methods

### Human PSC differentiation

Human ESC lines (HS980 and HS401)^67^ were provided by Drs. Outi Hovatta and Fredrik Lanner (Karolinska Institutet). Human iPSC lines (SM55 and SM56) were provided by Drs Pamela J. McLean and Simon Moussaud (Neuroregeneration Lab within the Center for Regenerative Medicine, Mayo Clinic). Isolation of primary human skin fibroblasts (obtained with patient consent) and generation of iPSCs were approved by the Mayo Clinic Institutional Review Board under IRB protocols (IRB 09-003803). Cells were maintained on recombinant human Vitronectin (VTN) (Thermo Fisher Scientific) coated plates in iPS-Brew XF medium (Miltenyi Biotech). Cells were passaged with EDTA (0.5 mM), and ROCK inhibitor was added to the medium at a final 10 µM concentration for the first 24 h after plating. All cell lines tested negative for mycoplasma contamination. All differentiations were performed using hESC line HS980 unless indicated otherwise.

For PSC differentiation, 80–90% confluent PSCs cultures were rinsed twice with phosphate buffered saline (PBS), treated with EDTA (0.5 mM in PBS) for 5–7 min, and resuspended into single cell suspension in PBS. Cells were spin down at 400 g and resuspended in N2B27 medium (DMEM/F12: Neurobasal (1:1), 0.5 × N2 and 0.5 x B27 (plus vitamin A) supplements, 1 × nonessential amino acids, 1% GlutaMAX, 55 µM β-mercaptoethanol - all from Thermo Fisher Scientific) containing 5 μM SB431542 (Miltenyi Biotech) and 2.5 μM DMH1 (Santa Cruz Biotech) (dual SMAD inhibition), and 10 μM ROCK inhibitor (for the first 48 h after seeding). Cells were seeded on VTN (2 μg/cm^2^) and Fibronectin (FN) (2 μg/cm^2^) (Sigma) coated surface at a density of 60,000–80,000 cells/cm^2^ for RA- and RA-analogues based experiments, and 20,000 cells/cm^2^ for CHIR99021 experiments. SAG1.3 (Santa Cruz Biotechnology), CHIR99021 (Miltenyi Biotech), all-*trans* RA, 9-cis RA, 13-cis RA, Tazarotenic acid, R115866 (all Sigma), EC23 (Amsbio) were used at concentrations and time points described in the result section. All-trans RA and RA analogues were dissolved in DMSO (10 mM stock solution), aliquoted in light-protected condition and used within one month. Aliquots were stored at −20 °C and used once.

For mDA neuron differentiation (see schematic in Fig. 4) neural progenitors were mechanically dissociated at 9 DDC with Stem Cell Passaging Tool (Thermo Fisher Scientific) and seeded at 1:3 ratio in N2B27 medium containing 10 µM ROCK inhibitor (for first 48 h after dissociation) on VTN and FN coated surfaces. For terminal in vitro differentiation of dopaminergic neurons, cells were dissociated at 23 or 24 DDC with accutase (Thermo Fisher Scientific) and plated (600,000–800,000 cells/cm^2^) on VTN + FN + Laminin (2 μg/cm^2^ each) (Sigma) coated surface in B27^+^ medium (Thermo Fisher Scientific) supplemented with BDNF (10 ng/ml) and GDNF (10 ng/ml) (Miltenyi Biotech), Ascorbic acid (0.2 mM) (Sigma), 10 µM ROCK inhibitor (Miltenyi Biotech) (for first 48 h after dissociation). For electrophysiology and neurotransmitter content analysis cells were grown in B27 Electrophysiology medium (Thermo Fisher Scientific) supplemented with BDNF (10 ng/ml) and GDNF (10 ng/ml) (Miltenyi Biotech), Ascorbic acid (0.2 mM) (Sigma) and 10 µM ROCK inhibitor (for first 48 h after dissociation) for at least 5 days before the experiment. The medium was routinely changed every 2–3 days.

For MN and 5HTN differentiation (see schematic drawing in Fig. 6) cells were resuspended in N2B27 medium containing 5 μM SB431542 and 2.5 μM DMH1, and 10 μM ROCK inhibitor (for the first 48 h after seeding) and seeded on VTN + FN (2 μg/cm^2^ each) coated surface at a density of 60,000–80,000 cells/cm^2^. Cells were treated with 200 nM of RA or EC23 for the first four days. 200 nM SAG1.3 was added to the differentiation media from 2–9 DDC. Cultures were mechanically dissociated at 9 DDC with Stem Cell Passaging Tool, resuspended in N2B27 medium containing 10 µM ROCK inhibitor (for first 48 hours after dissociation), and seeded at a 1:3 ratio on VTN + FN coated surfaces. For terminal in vitro differentiation of 5HTNs, cells were dissociated at 23 or 24 DDC with accutase and plated (600,000–800,000 cells/cm^2^) on VTN + FN + Laminin (2 μg/cm^2^ each) coated surface in B27^+^ medium supplemented with 10 ng/ml BDNF, 10 ng/ml GDNF, 0.2 mM Ascorbic acid,10 µM ROCK inhibitor (for first 48 h after dissociation), and 10 µM DAPT. The medium was routinely changed every 2–3 days.

### Immunocytochemistry and immunohistochemistry

Cells were fixed for 12 min. at room temperature (RT) in 4% paraformaldehyde in PBS, rinsed three times in PBST (PBS with 0.1% Triton-X100), and blocked for 1 h at RT with blocking solution (3% FCS/0.1% Triton-X100 in PBS). Cells were then incubated with primary antibodies overnight at 4 °C, followed by incubation with fluorophore-conjugated secondary antibodies for 1 h at RT. Both primary and fluorophore-conjugated secondary antibodies were diluted in blocking solution. Appropriate Alexa (488, 555, 647)-conjugated secondary antibodies (Molecular Probes) were used. Immunohistochemistry was performed as described before ^17^. Primary and secondary antibodies used are listed in Supplementary Table 4.

Immunofluorescence images were acquired with a confocal Zeiss LSM 700 microscope with ZEN 2011 software, Zeiss AxioImager M2 fluorescent microscope with ZEN2 software, and Molecular Devices ImageXpress Micro (software version 6.0), and analyzed with open-source ImageJ/Fiji (v1.53), CellProfiler (v3.1.5) or MetaXpress (v 5.0).

### Gene expression analysis

Total RNA was isolated using Quick-RNA Mini Prep Plus kit (Zymo Research). cDNA was prepared using Maxima First Strand cDNA synthesis kit (Thermo Fisher Scientific). Quantitative Real-Time PCR was performed in a 7500 Fast Real Time PCR system thermal cycler using Fast SYBR Green PCR Master Mix (Applied Biosystems). Analysis of gene expression was performed using the 2^−ΔΔCt^ method, where relative gene expression was normalized to *GAPDH* transcript levels. Primers used are listed in Supplementary Table 3.

For Illumina RNA sequencing, RNA integrity was determined on an Agilent RNA 6000 Pico chip, using Agilent 2100 BioAnalyzer (Agilent Technologies). Illumina TruSeq Stranded mRNA kit with Poly-A selection was used for library construction. Samples were sequenced on NovaSeq6000 and HiSeq2500 instruments with a 2×51 setup. The Bcl to FastQ conversion was performed using bcl2fastq_v2.19.1.403 from the CASAVA software suite. Reads were mapped to the human genome assembly, build GRCh37 [https://www.ncbi.nlm.nih.gov/assembly/GCF_000001405.13/] using STAR (v 2.6.1a)^68^. Gene level abundances were estimated as FPKMs using StringTie2^69^. The read summarization to each gene (i.e. counts) was calculated using featureCounts^70^. Multiple ENSEMBL gene IDs were summed up per known HUGO gene symbol. The differential expression was estimated from log-transformed FPKM values. Statistical significance of differential expression was estimated with R function *t* test, using *p* values and false discovery rate (R package v. 3.6.2), assuming unequal variance and applying the Welsh degrees of freedom modification. Depending on the experimental setup, the design was considered either paired or unpaired. The resulting p-values of differential expression were accompanied with respective fold change values. The p-values were adjusted for multiple testing by calculating false discovery rate (FDR) by Benjamini and Hochberg’s method^71^.

Heatmap plotting and PCA visualization were performed with online tools (beta-version) at [https://www.evinet.org/]^72^ using standard parameter settings of R package heatmaplyand function princompas back end.

### Western blot

Cells were lysed in RIPA buffer (Sigma) complemented with protease and phosphatase inhibitor cocktail (ThermoFisher Scientific) and incubated on ice with shaking for 30 min. Lysate was cleared by centrifugation (20,000 g for 20 min at 4 °C) and protein concentration was determined by Bicinchoninic Acid (BCA) assay. Protein lysate was resuspended in LDS buffer (Thermo Fisher Scientific) containing 2.5% 2-Mercaptoethanol and denaturated at 95 °C for 5 min. 15–30 μg of protein were loaded per lane of a 4–15% SDS polyacrylamide gel (Bio-Rad) and transferred onto nitrocellulose membranes (BioRad) using Trans-Blot Turbo System (BioRad). Membranes were incubated in blocking solution (TBS with 0.1% Tween-20 (TBST) and 5% nonfat dry milk) for 1 h at RT, followed by overnight incubation at 4 °C with primary antibodies. After 3 washes with TBST at RT, membranes were incubated with HRP- conjugated secondary antibodies for 1 h at RT. Detection of HRP was performed by chemiluminescent substrate SuperSignal West Dura substrate and the signal was detected on a ChemiDoc Imaging System (Bio-Rad). Primary antibodies for immunoblotting are listed in listed in Supplementary Table 4.

### HPLC

Concentrations of noradrenaline (NA), dopamine (DA), and serotonin (5-HT) in 42 DDC cultures were determined by high-performance liquid chromatography (HPLC) with electrochemical detection.

Cultures at 42 DDC differentiated in dSMADi+RA^2D^ were incubated in physiological solution (140 mM NaCl; 2.5 mM KCl; 1 mM MgCl_2_; 1.8 mM CaCl_2_; buffered with HEPES (20 mM) at pH 7.4) or in high K^+^ solution (physiological solution with 56 mM K^+^, and the concentration of Na^+^ ions was proportionally reduced to keep the same total osmolarity). After 20 min (min.), incubation solutions were collected and used for analysis of neurotransmitter content. To determine cellular neurotransmitter content, cells were lysed in H_2_O. Incubation solutions and cellular lysates were deproteinized with 0.1 M perchloric acid and after 15 min. incubation on ice, samples were double centrifuged at 20,000 g for 15 min. as described before^73^. Protein concentration was determined by BCA method. Samples were then analyzed in a HPLC system consisting of HTEC500 (Eicom, Kyoto, Japan) and a CMA/200 Refrigerated Microsampler (CMA Microdialysis, Stockholm, Sweden) equipped with a 20 μl loop and operating at +4 °C. The potential of the glassy carbon working electrode was + 450 mV vs. the Ag/AgCl reference electrode. Separation was achieved on a 200 × 2.0 mm Eicompak CAX column (Eicom). The mobile phase was a mixture of methanol and 0.1 M phosphate buffer (pH6.0) (30:70, v/v) containing 40 mM potassium chloride and 0.13 mM EDTA-2Na. The chromatograms were recorded and integrated using the computerized data acquisition system Clarity (DataApex).

### Quantification of neurite length and neuron branching

Average neurite length was quantified using NeuronJ plugin in ImageJ package^74^ [https://imagej.net/plugins/neuronj] on immunofluorescent images of TH^+^ neurons (magnification 10x, 0.5 zoom). The number of branches per neuron was calculated using immunofluorescent images of TH^+^ neurons at higher magnification, 20x.

### Electrophysiology

Slides containing 35–60 days old neurons were placed in a recording chamber containing electrophysiology medium (Neurabasal Medium, Electro; Thermo Fisher Scientific). For recording, neurons were visualized using a DIC microscope (Scientifica, Uckfield, UK) with a 60x objective (Olympus, Tokyo, Japan). Patch pipettes (resistance 3–5 MΩ for voltage clamp recordings, 5–10 MΩ for current clamp recordings), pulled on a P-87 Flaming/Brown micropipette puller (Sutter Instruments, Novato, CA, USA), were filled with either 154 mM NaCl solution for voltage clamp recordings or 120 mM KCl solution containing 8 mM biocytin for current clamp recordings. Signals were recorded with an Axon MultiCalmp 700B amplifier and digitized at 20 kHz with an Axon Digidata 1550B digitizer (Molecular Devices, San Jose, CA, USA). Access resistance and pipette capacitance were compensated. Cell attached voltage clamp recordings were band-pass filtered at 2 Hz low/1 kHz high and events showing an after hyperpolarization were considered spontaneous action potentials. To assess spiking patterns, neurons recorded in current clamp mode were held at a membrane potential of −60 mV. Near-threshold current steps were applied to determine the rheobase current, then 1 s current steps proportional to the rheobase current were applied. The presence of Na^+^ and K^+^ currents was determined in voltage clamp mode by applying a voltage step with intervals of 10 mV from a holding of −60 mV. Currents were measured from baseline (10 ms before the voltage step onset) to the peak of the characteristic fast Na^+^ current component or the peak of the slow K^+^ current component. The electrical properties were extracted using custom written Matlab (MathWorks, Natick, MA, USA) script [https://zenodo.org/record/6367837#.YjSC3DUo9PY]. After recording, slides were fixed, stained, and imaged as described above. Biocytin was visualized using Streptavidin Alexa Fluor 488 (Thermo Fisher Scientific).

### Graft placement and behavioral analysis

All animal procedures were performed in accordance with the European Union Directive (2010/63/EU) and were approved by the Malmö/Lund Ethics Committee for the use of laboratory animals (Malmö/Lunds djurförsöksetiska nämnd) and the Swedish Department of Agriculture (Jordbruksverket). Adult female, athymic “nude” rats were purchased from Harlan/Envigo Laboratories (Hsd:RH-Foxn1rnu) and were housed with ad libitum access to food and water, under a 12-hr light/dark cycle. Animals were at a minimum of 16 weeks at start of experiment (180 g). Surgical procedures and lesion of the nigrostriatal pathway by a single unilateral injection of 6-hydroxydopamine (6-OHDA) into the right medial forebrain bundle (MFB) were performed as described previously^75^. Briefly, surgical procedures were performed under general anesthesia using a solution of fentanyl and medetomidine (20:1) injected intraperitoneally (1 mL/kg; Apoteksbolaget, Sweden). Lesion of the nigrostriatal pathway in “nude” rats was induced by unilateral injection of 6-hydroxydopamine into the right MFB, with a volume of 4 µL at freebase concentration of 3.5 mg/mL to the following coordinates relative to bregma: A/P −4; M/L −1.2; D/V (from dura) −7.5. Lesion severity was measured four weeks after 6-OHDA injection by amphetamine-induced rotations recorded over 90 min using an automated system (Omnitech Electronics)^17^ and by stepping test^13^. Amphetamine-induced rotation was induced by intraperitoneal injection of 2.5 mg/kg amphetamine hydrochloride (Sigma). Eight weeks after 6-OHDA MFB lesion, “nude” rats received a total dose of 150,000 hESC-derived progenitors at day 14 of differentiation into the striatum as previously described^75^. Briefly, a volume of 2 µL of cell suspension (cells at a concentration 75,000 cells/µL were injected at a rate of 1 µL per minute followed by a diffusion time of 2 minutes) was injected to the striatum at the following coordinates relative to bregma: A/P + 0.5; M/L −3; D/V (from dura) −4.5; adjusted to flat head. Amphetamine-induced rotation and stepping test were assessed 7 months after grafting. Animals were perfused after behavioral analysis and then processed for immunohistochemistry.

### Statistical analysis

*P* values were calculated using Student’s *t*-test, Welch’s unequal variance *t*-test or pairwise Wilcoxon test and were performed for statistical analysis of two groups. Statistical methods used are indicated in the corresponding figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Source Data for Figs. 1–6 and Supplementary Figs. 1–7 are provided with this paper. RNA-seq datasets reported in this manuscript have been deposited to the Gene Expression Omnibus under accession number GSE147404. Human genome assembly, build GRCh37 [https://www.ncbi.nlm.nih.gov/assembly/GCF_000001405.13/].

## Source data

Source Data

# Supplementary material for: Robust derivation of transplantable dopamine neurons from human pluripotent stem cells by timed retinoic acid delivery
**Source:** Nat Commun. 2022 Jun 1;13:3046. doi: 10.1038/s41467-022-30777-8
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

Robust derivation of transplantable dopamine neurons from human pluripotent stem cells by timed retinoic acid delivery

Zhanna Alekseenko, José M. Dias, Andrew F. Adler, Mariya Kozhevnikova, Josina Anna van Lunteren, Sara Nolbrant, Ashwini Jeggari, Svitlana Vasylovska, Takashi Yoshitake, Jan Kehr, Marie Carlén, Andrey Alexeyenko, Malin Parmar, Johan Ericson

**
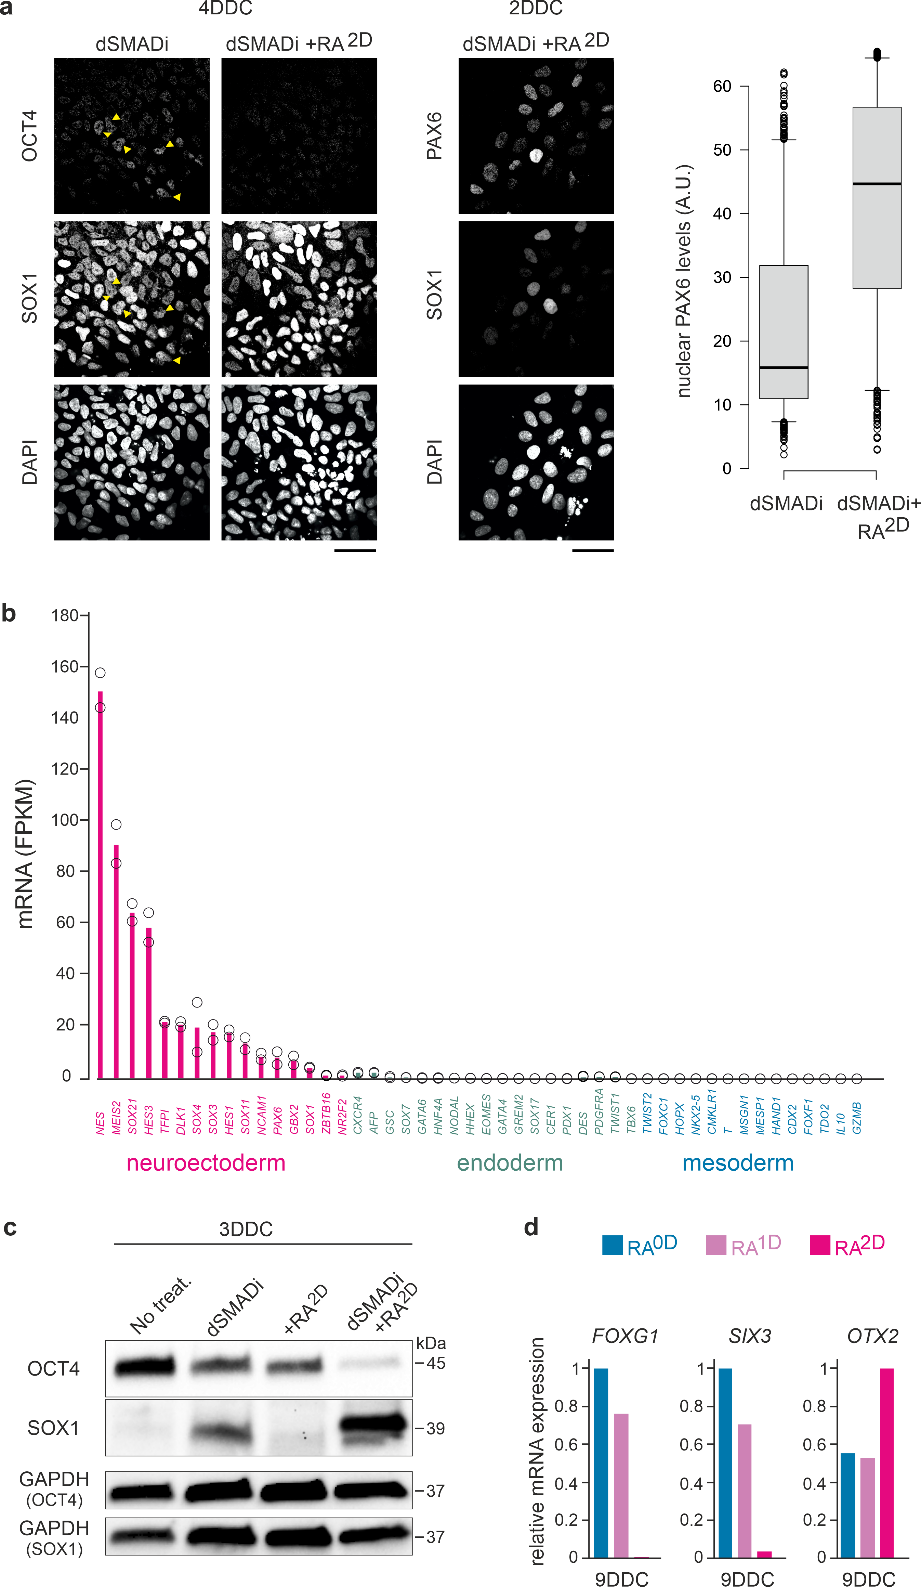
**

**Supplementary Fig. 1: Combination of RA and dSMADi results in a rapid induction of neuroectoderm from human PSCs. a** Immunocytochemistry for the pluripotency marker OCT4 and the neuroectodermal markers SOX1 and PAX6 on 4-day and 2-day cultures differentiated in dSMADi or in dSMADi+RA^2D^ conditions. Yellow arrows (left side panel) indicate OCT4^+^/SOX1^+^ cells. Boxplot of PAX6 nuclear level (right) in 3 DDC cultures differentiated in dSMADi (n=792 cells) or dSMADi+RA^2D^ (n=761 cells). Data presented as boxplot from 3 independent experiments, the band indicates the median, the box indicates quartile 1 to quartile 3, and whiskers extend to 5th and 95th percentile. **b** RNA-seq expression analysis from 2 independent experiments of genes associated with neuroectodermal, endodermal, and mesodermal lineages in 2 DDC cultures differentiated in dSMADi+RA^2D^. **c** Representative western blot for OCT4 and SOX1 of 3 DDC cultures differentiated in indicated conditions. **d** Q-PCR expression analysis for the genes identifying forebrain (*FOXG1*, *SIX3*), forebrain, and midbrain (*OTX2*) regions in 9 DDC cultures differentiated in dSMADi and treated with indicated RA-pulse. DDC, days in differentiation conditions. Scale bars, 50µm.

**
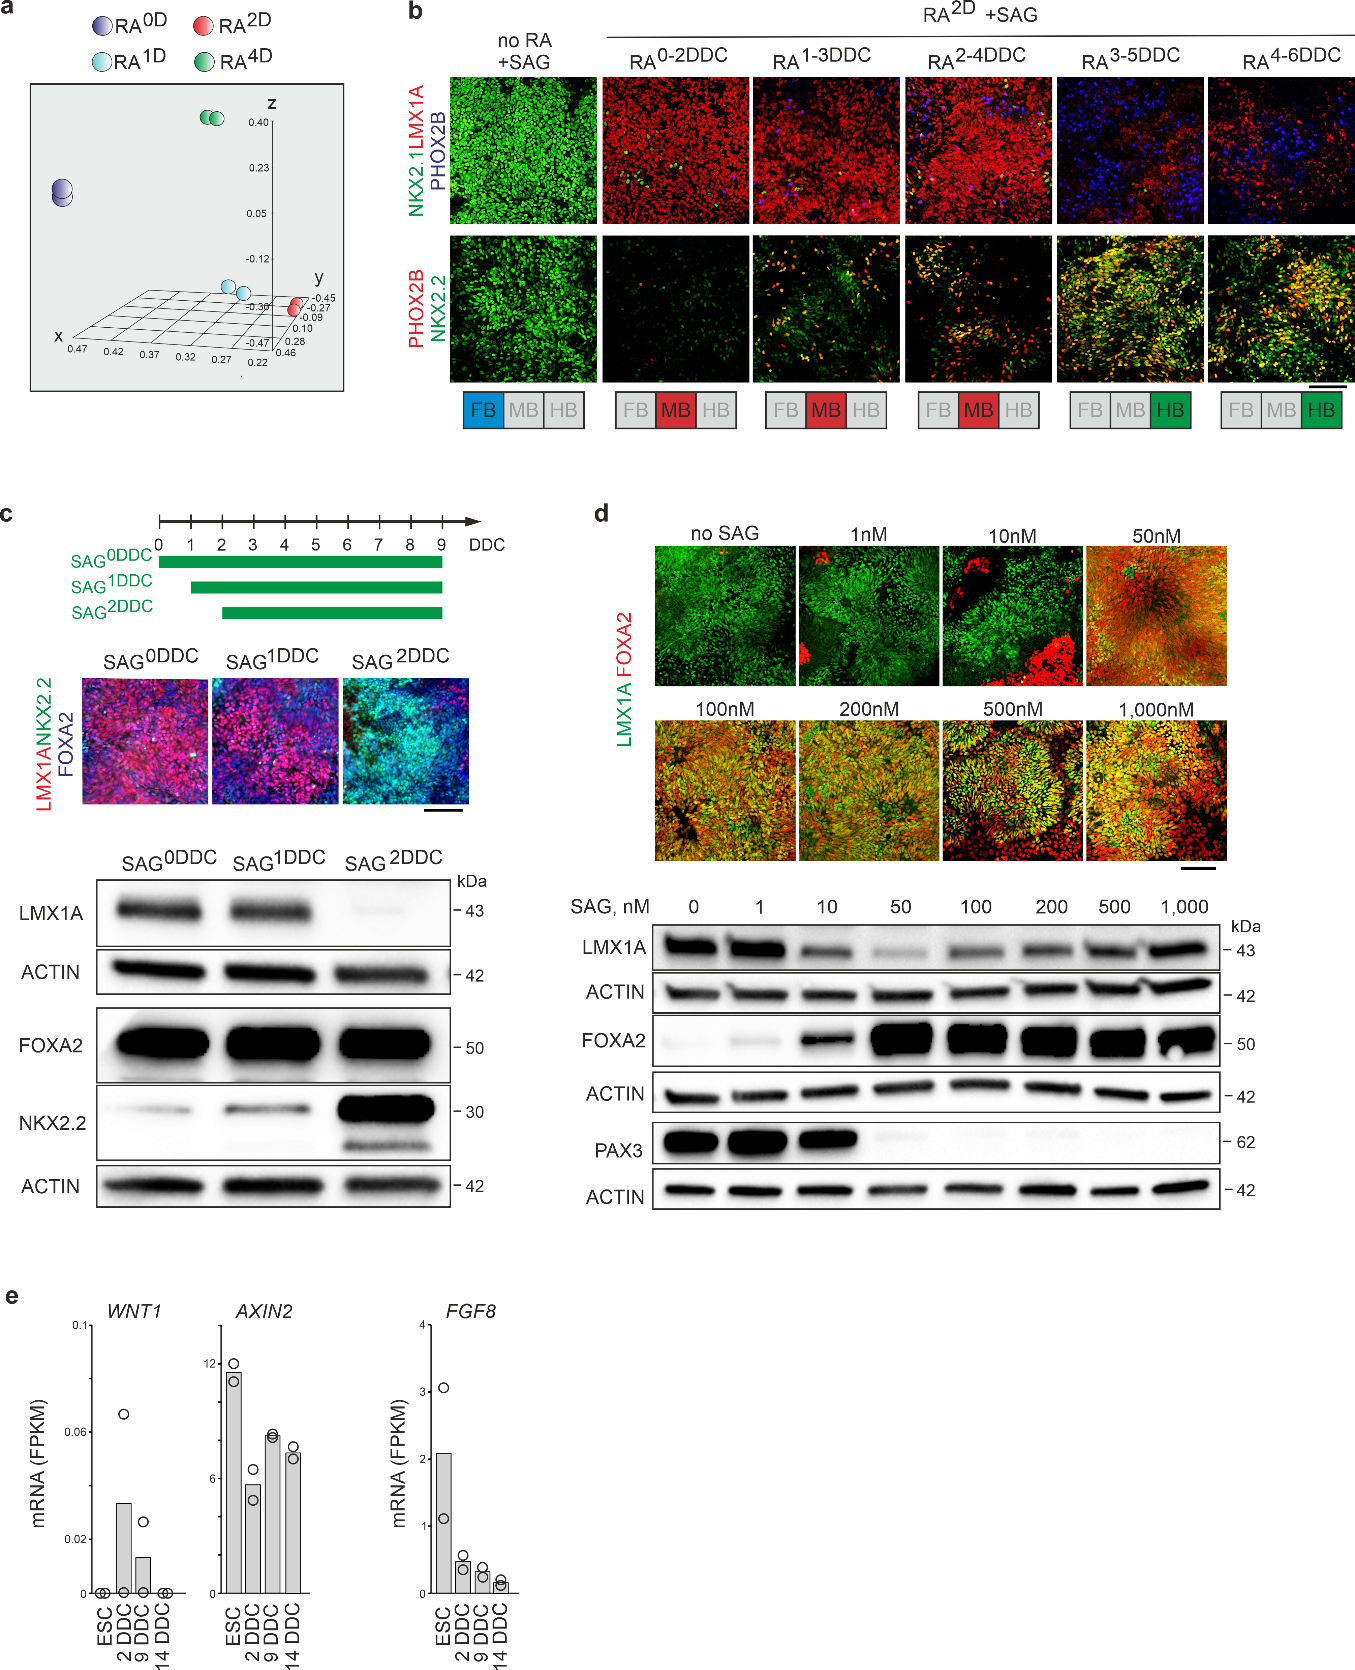
Supplementary Fig. 2: Effect of RA and SAG application time and SAG concentration on NSC specification. a** Principal component analysis plot of 9 DDC cultures differentiated in dSMADi+SAG and pulsed with RA from 0 DDC for 0 (RA^0D^), 1 (RA^1D^), 2 (RA^2D^), or 4 (RA^4D^) days. **b** Immunocytochemistry for NKX2.1, LMX1A, and PHOX2B, or NKX2.2 and PHOX2B in 9 DDC cultures. Cells were differentiated in dSMADi+SAG only (no RA+SAG) or together with a 2-day RA pulse (RA^2D^+SAG) applied at different times during differentiation (0-2, 1-3, 2-4, 3-5, or 4-6 DDC). **c** Schematic of hESC differentiation (in dSMADi-condition) with timeline of SAG addition to cultures (top). Immunofluorescence for LMX1A, NKX2.2, and FOXA2 (middle) and representative western blot for LMX1A, NKX2.2, and FOXA2 (bottom) in 9 DDC cultures treated with SAG from day 0, 1, or 2. **d** Immunofluorescence for LMX1A and FOXA2 (top) and representative western blot for LMX1A, FOXA2, and PAX3 (bottom) in 9 DDC cultures differentiated in dSMADi and treated from day 0 with different SAG concentrations. **e** RNA-seq expression analysis of *WNT1, AXIN2,* and *FGF8* in ESCs and in 2, 9 and 14 DDC cultures differentiated in dSMADi+RA^2D^ in 2 independent experiments.

Scale bars, 100µm

**
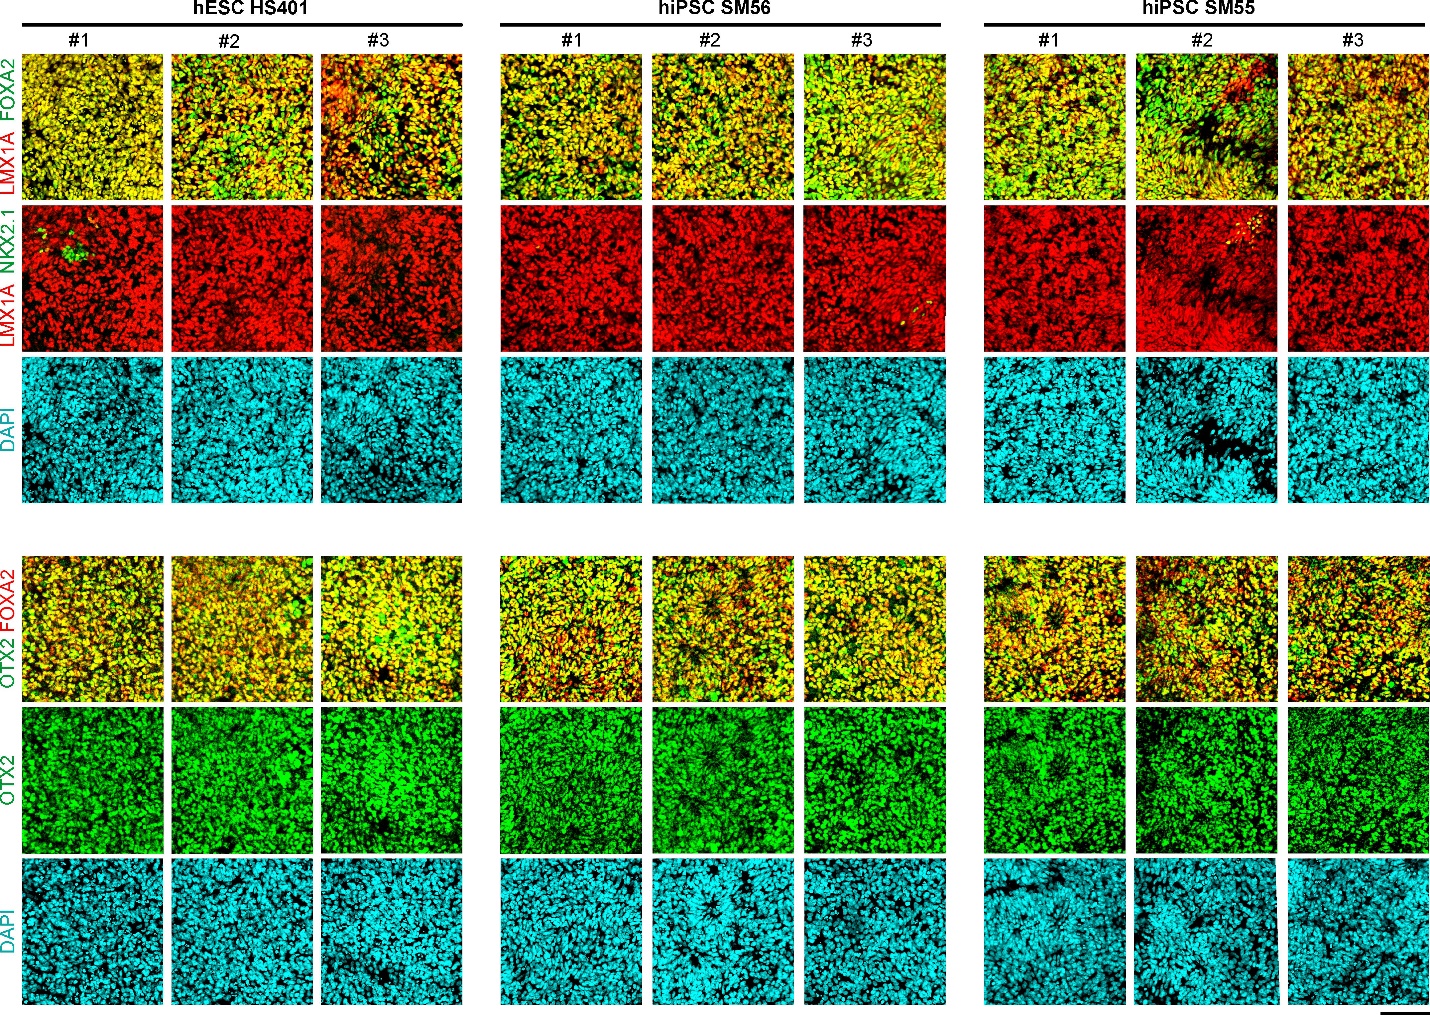
**

**Supplementary Fig. 3: Patterning response to RA^2D^+SAG treatment across additional** **cell lines.** Analysis of LMX1A, FOXA2, NKX2.1, and of OTX2, FOXA2 expression at 14 DDC in three biological independent cultures (#1-#3) differentiated in dSMADi+RA^2D^+SAG using an additional ESC line HS401, and the hiPSC-lines SM56 and SM55. Scale bar, 100 µm

**
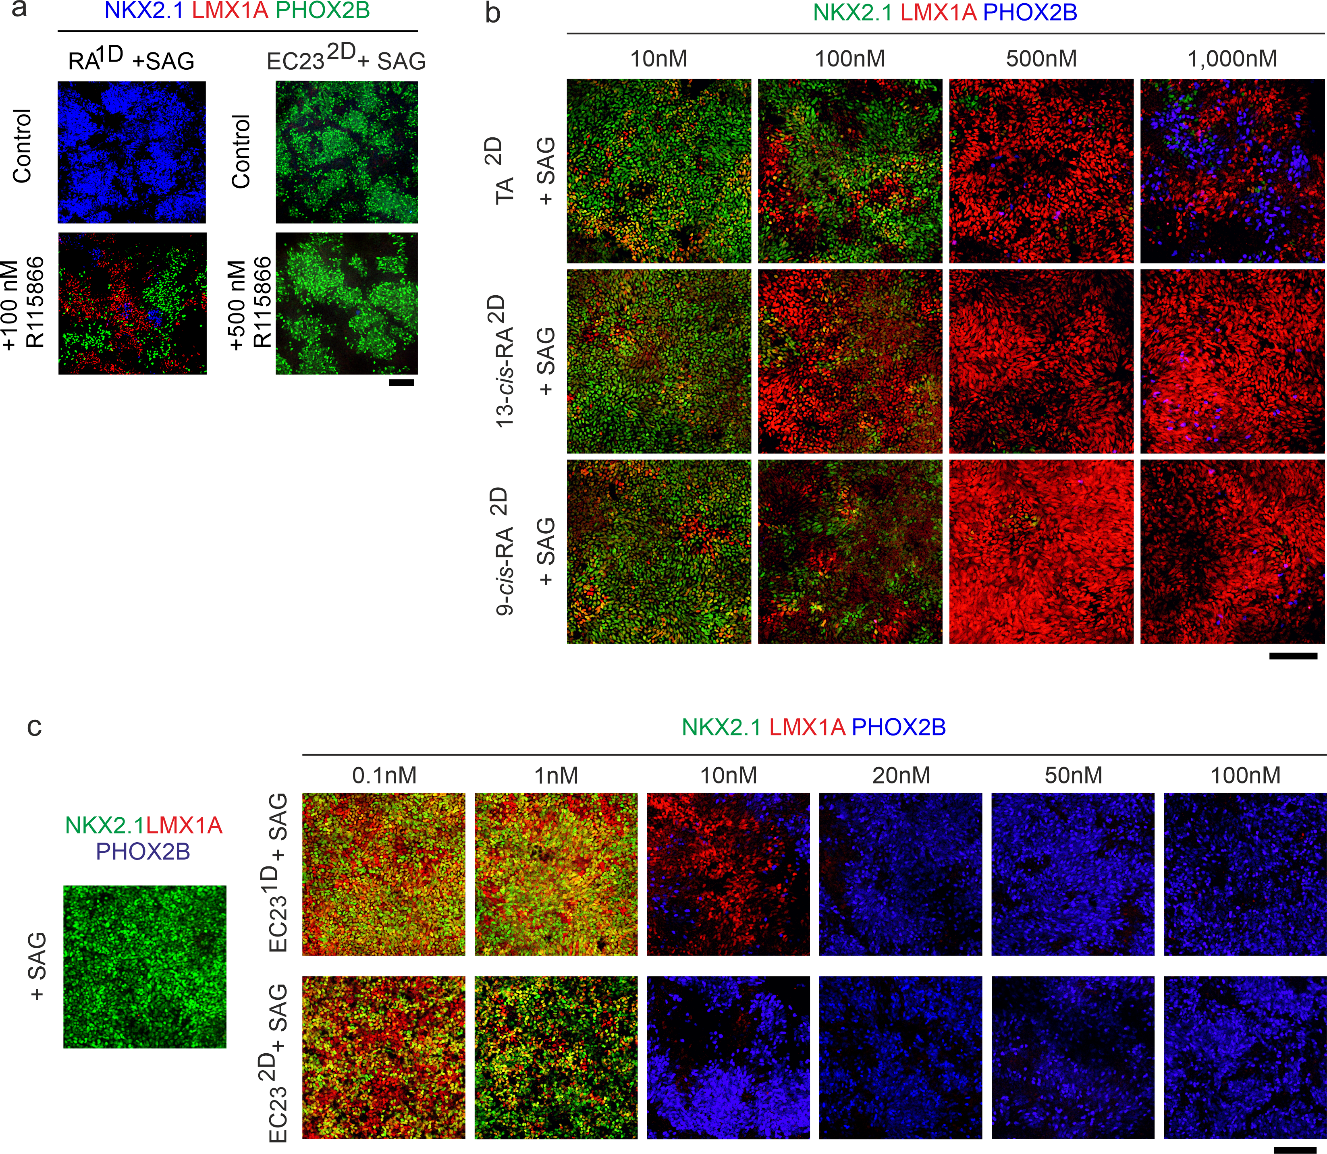
**

**Supplementary Fig. 4: Effect of RA analogues on NSC specification. a** Analysis of NKX2.1, LMX1A, and PHOX2B expression in 9 DDC cultures differentiated in dSMADi+SAG and pulsed with RA for 1day or EC23 for 2 days in the presence or absence of the inhibitor R115866. **b** Analysis of NKX2.1, LMX1A, and PHOX2B expression in 9 DDC cultures differentiated in dSMADi+SAG and pulsed with the all*-trans-*RA-analogues tazarotenic (TA), 13*-cis-*RA, or 9*-cis-*RA for 2 days at different concentrations (10, 100, 500, and 1,000 nM). **c** Analysis of NKX2.1, LMX1A, and PHOX2B expression in 9 DDC cultures differentiated in dSMADi+SAG and pulsed with EC23 at the indicated concentrations for 1(EC23^1D^) or 2 (EC23^2D^) days. Scale bars, 100 µm

**
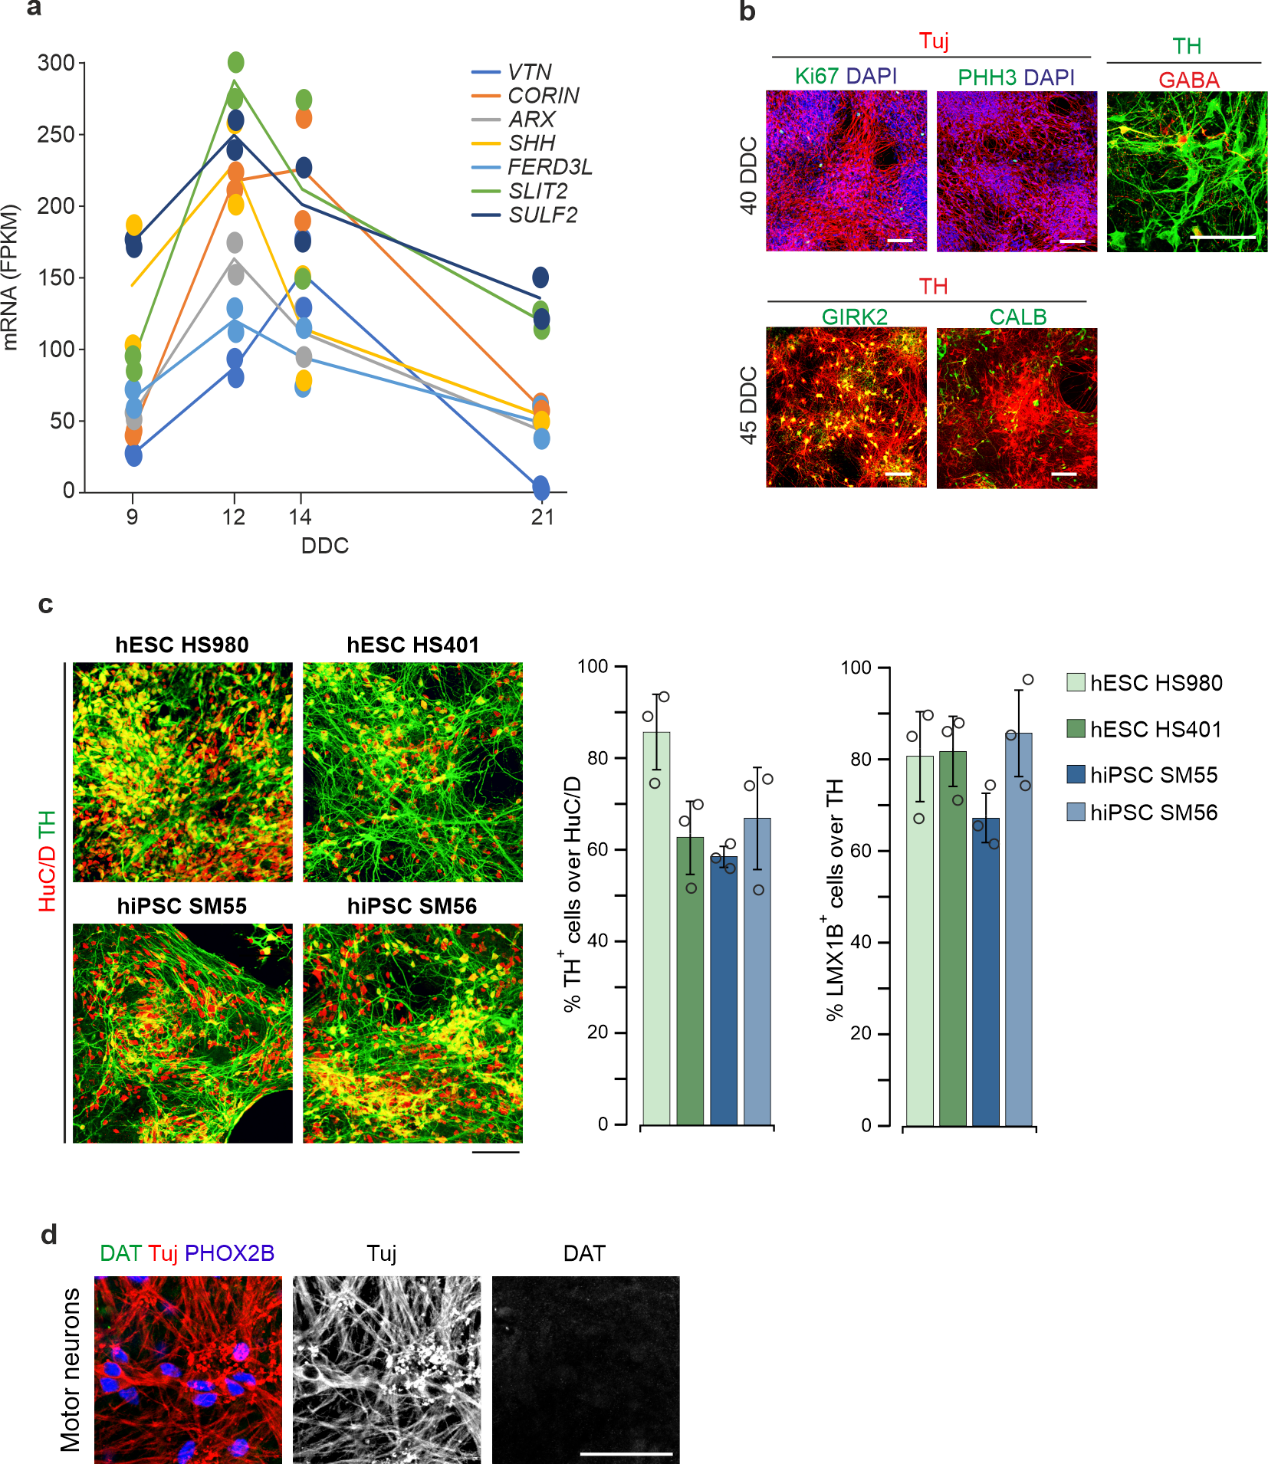
**

**Supplementary Fig. 5: Characterization of neurogenesis and differentiation in cultures differentiated in dSMADi+RA^2D^+SAG condition. a** RNA-seq data showing expression levels of floor plate genes between 9-21 DDC in cultures differentiated in dSMADi+RA^2D^+SAG in two independent experiments. **b** Immunocytochemistry of Tuj together with Ki67 or PPH3 and TH with GABBA in 40 DDC cultures, and of TH with GIRK2 or CALB1 in 45 DDC cultures. **c** Immunocytochemistry of TH and the neuronal marker HuC/D (left panel) and quantifications of the number of neurons expressing TH and of TH^+^ cells expressing LMX1B (right panel) in cultures at 40 DDC differentiated in dSMADi+RA^2D^+SAG condition for all four hPSC-lines examined in this study (values, mean±SD, n=3). **d** Validation of the specificity of DAT immunocytochemistry using a motor neuron differentiation culture as a negative control. Scale bars, 100 µm in panels **b,c**; 50 µm in panel **d**.

**
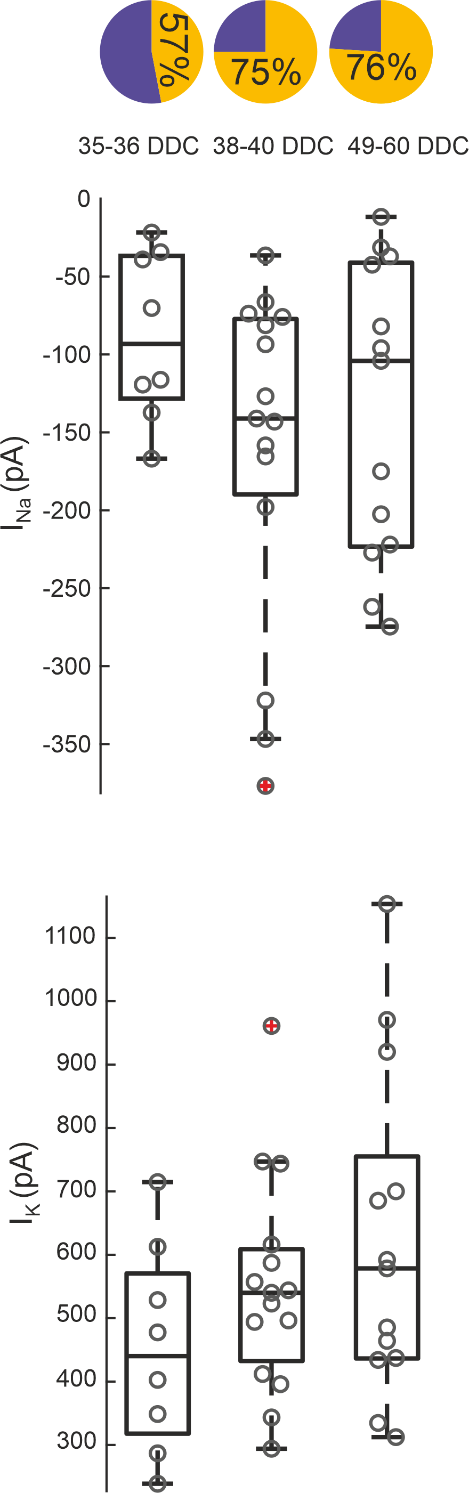
**

**Supplementary Fig. 6: Characterization of neuronal properties in cultures differentiated in dSMADi+RA^2D^+SAG condition.** Na^+^ and K^+^ currents of cells that showed a Na^+^ current. Pie charts denote the percentage of patched cells that show a Na^+^ current (yellow) and the percentage of cells that are inactive (purple) (n = 54 cells in total, 35-36 DDC: 8/17 cells, 38-40 DDC: 15/20 cells, 49-60 DDC: 13/17 cells). Boxplots: the band denotes the median, the box denotes 25th to 75th percentile, and the whiskers cover the extend of all data points, red point corresponds to an outlier (n = 36/54 cells (36 out of 54 patched cells show sodium current)).

**
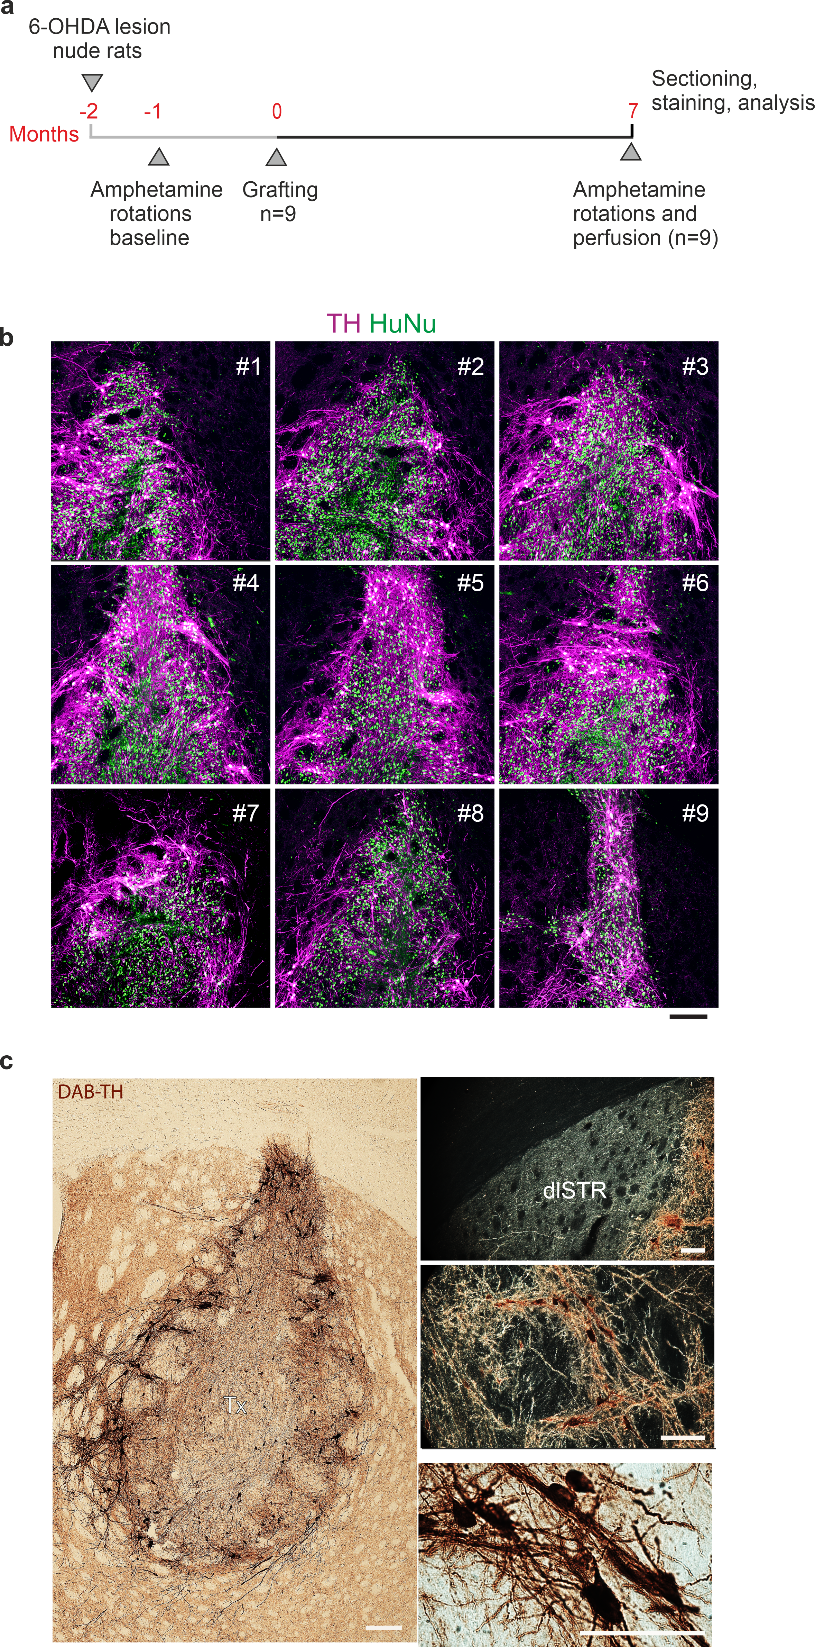
**

**Supplementary Fig. 7: Timeline and outcome of hESC-derived NPC grafting in rat model of PD. a** Schematic of the timeline of transplantation assay and analysis in 6-OHDA lesioned rats. **b** Immunohistological analysis of the expression of the human marker (HuNu) and the dopaminergic neuron marker (TH) in grafts of all transplanted rats (n=9). **c** DAB staining of graft-derived TH^+^ neurons innervating the surrounding dorsolateral striatum (dlSTR). Scale bars, 200µm (**b,c** left panel); 100 µm (**c** right panel).

| Gene | Log10.FC | p-value (t-test) | FDR (t-test) |
| --- | --- | --- | --- |
| *NANOG* | -7.408 | 0.004 | 0.26 |
| *GDF3* | -7.012 | 0.0029 | 0.26 |
| *LEFTY1* | -5.139 | 0.26 | 0.64 |
| *NODAL* | -4.52 | 0.32 | 0.67 |
| *LEFTY2* | -2.658 | 0.0011 | 0.26 |
| *TIMP4* | -1.79 | 0.059 | 0.37 |
| *TDGF1* | -1.693 | 0.054 | 0.36 |
| *IDO1* | -1.237 | 0.00057 | 0.26 |
| *PRDM14* | -1.093 | 0.0028 | 0.26 |
| *CD9* | -0.958 | 0.00022 | 0.26 |
| *POU5F1* | -0.897 | 0.014 | 0.27 |
| *FOXO1* | -0.765 | 0.092 | 0.43 |
| *ZFP42* | -0.655 | 0.023 | 0.3 |
| *DNMT3B* | -0.652 | 0.011 | 0.27 |
| *ETV5* | -0.414 | 0.22 | 0.6 |
| *ETV1* | -0.351 | 0.17 | 0.54 |
| *ETV4* | -0.334 | 0.024 | 0.3 |
| *KLF7* | -0.189 | 0.11 | 0.46 |
| *CDH1* | -0.156 | 0.094 | 0.43 |
| *SOX3* | 0.246 | 0.16 | 0.53 |
| *RARA* | 0.317 | 0.07 | 0.39 |
| *DLK1* | 0.666 | 0.0092 | 0.26 |
| *HES1* | 0.721 | 0.006 | 0.26 |
| *NCAM1* | 0.782 | 0.066 | 0.38 |
| *NRG1* | 0.855 | 0.044 | 0.34 |
| *POU3F1* | 0.857 | 0.018 | 0.29 |
| *SOX21* | 0.976 | 0.043 | 0.34 |
| *NRCAM* | 1.035 | 0.054 | 0.36 |
| *FOXJ1* | 1.12 | 0.052 | 0.36 |
| *CYP26A1* | 1.294 | 0.089 | 0.42 |
| *NR2F2* | 1.495 | 0.012 | 0.27 |
| *SULF1* | 1.566 | 0.011 | 0.27 |
| *PAX6* | 1.784 | 0.049 | 0.35 |
| *RFX4* | 2.005 | 0.085 | 0.42 |
| *SOX1* | 2.175 | 0.046 | 0.34 |
| *ZEB2* | 2.306 | 0.093 | 0.43 |
| *RARB* | 2.419 | 0.0046 | 0.26 |
| *HOXA1* | 3.662 | 0.026 | 0.3 |
| *GBX2* | 4.301 | 0.33 | 0.67 |
| *ZBTB16* | 6.038 | 0.0081 | 0.26 |

**Supplementary Table 1.** RNA-seq fold change in expression of genes associated with pluripotency or neuroectodermal fate in dSMADi+RA2D cultures at 2 DDC relative to ESCs. For log transformation, values FPKM=0 were replaced with 10^-6^. Statistical significance of differential expression was estimated using paired Student’s t test, assuming unequal variance and applying the Welch degrees of freedom modification with R function t-test. The p-values were adjusted for multiple testing by calculating the false discovery rate (FDR) by Benjamini and Hochberg’s method.

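The table gives log10 fold changes from log-transformed FPKMs for the 40 genes of Fig. 1e. A gene with an FPKM of 0 in a library gets a value that depends on the number that replaces 0. NANOG had an FPKM of 25.7 ± 3.88 (SD, n = 2) in ESCs and of 0 in both 2 DDC libraries, and GDF3 one of 10.3 ± 1.05 (SD, n = 2) and of 0. Of the 40 genes, 9 held 3 counts or fewer in every library of a group, so that the counts give only a lower bound of their fold change.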

| **Gene** | **log2.FC** | **p-value (t-test)** | **FDR (t-test)** |
| --- | --- | --- | --- |
| *VTN* | -5.414 | 0.0088 | 0.094 |
| *NTN1* | -1.943 | 0.26 | 0.62 |
| *CORIN* | -1.891 | 0.015 | 0.13 |
| *ARX* | -1.335 | 0.044 | 0.23 |
| *SHH* | -1.005 | 0.18 | 0.51 |
| *FERD3L* | -0.944 | 0.18 | 0.51 |
| *SLIT2* | -0.75 | 0.23 | 0.59 |
| *SULF2* | -0.561 | 0.15 | 0.46 |
| *ALCAM* | -0.326 | 0.64 | 0.78 |
| *TUBB3* | 2.236 | 0.076 | 0.32 |
| *DCX* | 4.2 | 0.01 | 0.1 |
| *NR4A2* | 5.009 | 0.00034 | 0.015 |
| *STMN2* | 5.112 | 0.011 | 0.11 |
| *ASCL1* | 5.732 | 0.0036 | 0.057 |
| *NEUROD4* | 6.36 | 0.000035 | 0.0053 |
| *NEUROG2* | 9.563 | 0.0021 | 0.042 |
| *NEUROG1* | 15.631 | 0.15 | 0.47 |
| *TH* | 22.834 | 0.000015 | 0.0033 |

**Supplementary Table 2.** RNA-seq fold change in expression of genes associated with floorplate or neurogenesis in dSMADi+RA2D cultures at 21DDC relative to 14DDC. For log transformation, values FPKM=0 were replaced with 10^-6^. Statistical significance of differential expression was estimated using paired Student’s t test, assuming unequal variance and applying the Welch degrees of freedom modification with R function t-test. The p-values were adjusted for multiple testing by calculating the false discovery rate (FDR) by Benjamini and Hochberg’s method.

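The table gives log2 fold changes from FPKMs at 21 DDC relative to 14 DDC for 18 genes, and the value of a gene at 0 again depends on what replaces it. TH had an FPKM of 0 in both 14 DDC libraries and of 7.94 in the 21 DDC library, and its log2 fold change was 22.92 with zeros replaced by 1e-06 and 3.16 with a pseudocount of 1. NEUROG2 had an FPKM of 0.0344 ± 0.0145 (SD, n = 2) at 14 DDC and of 25.2 in the 21 DDC library.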

| **Species** | **Gene** | **Full gene name** | **Primer sequence (Fwd 5’-3’/Rev 5’-3’)** |
| --- | --- | --- | --- |
| Hs | *CORIN* | Corin, serin peptidase | CATATCTCCATCGCCTCAGTTG GGCAGGAGTCCATGACTGT |
| Hs | *CYP26A1* | Cytochrome P450 Family 26 Subfamily A member 1 | AGGAAATGACCCGCAATCTC  GAATGTTCTGCTCGATGCG |
| Hs | *EN1* | Engrailed 1 | CGTGGCTTACTCCCCATTTA  TCTCGCTGTCTCTCCCTCTC |
| Hs | *FOXA2* | Forkhead box A2 | CCGTTCTCCATCAACAACCT GGGGTAGTGCATCACCTGTT |
| Hs | *GAPDH* | Glyceraldehyde-3-Phosphate Dehydrogenase | Prime Time qPCR primers Pre-designed IDT : exon: 2-3 |
| Hs | *HOXA2* | Homeobox A2 | ACAGCGAAGGGAAATGTAAAAGC GGGCCCCAGAGACGCTAA |
| Hs | *HOXA3* | Homeobox A3 | GTCAAACCCCTGTCAGAGTG  GCATTATAAGCGAACCCGTTG |
| Hs | *HOXB2* | Homeobox B2 | TTTCACCAGTACGCTCTGTG  TTTTCCAGTAGACGGCCAAG |
| Hs | *HOXB4* | Homeobox B4 | CTGGATGCGCAAAGTTCAC/TTCCTTCTCCAGCTCCAAGA |
| Hs | *LMX1A* | LIM homeobox transcription factor a | Prime Time qPCR primers Pre-designed IDT: exon: 3-4 |
| Hs | *LMX1B* | LIM homeobox transcription factor b | CTTAACCAGCCTCAGCGACT  TCAGGAGGCGAAGTAGGAAC |
| Hs | *NKX2.1* | NK2 homeobox 1 | AGGGCGGGGCACAGATTGGA GCTGGCAGAGTGTGCCCAGA |
| Hs | *NKX2.2* | NK2 homeobox 2 | Prime Time qPCR primers Pre-designed IDT |
| Hs | *NKX6.1* | NK6 homeobox 1 | Prime Time qPCR primers Pre-designed IDT : exon: 2-3 |
| Hs | *OTX1* | Orthodenticle homeobox 1 | TATAAGGACCAAGCCTCATGGC TTCTCCTCTTTCATTCCTGGGC |
| Hs | *OTX2* | Orthodenticle homeobox 2 | ACAAGTGGCCAATTCACTCC GAGGTGGACAAGGGATCTGA |
| Hs | *PAX6* | Paired box 6 | ACCACACCGGTTTCCTCCTTCACA TTGCCATGGTGAAGCTGGGCAT |
| Hs | *PHOX2A* | Paired Like Homeobox 2A | Prime Time qPCR primers Pre-designed IDT : exon: 2-3 |
| Hs | *PHOX2B* | Paired Like Homeobox 2B | Prime Time qPCR primers Pre-designed IDT : exon: 2-3 |
| Hs | *SIX3* | SIX homeobox 3 | ACCGGCCTCACTCCCACACA CGCTCGGTCCAATGGCCTGG |
| Hs | *TH* | Tyrosine hidroxylase | CGGGCTTCTCGGACCAGGTGTA CTCCTCGGCGGTGTACTCCACA |
| Hs | *VTN* | Vitronectin | Prime Time qPCR primers Pre-designed IDT : exon: 4-5 |
| Hs | *SLC18A2* | Solute carrier family 18 member A2 | Prime Time qPCR primers Pre-designed IDT : exon: 2-3 |
| Hs | *SLC6A3* | Solute carrier family 6 member A3 | Prime Time qPCR primers Pre-designed IDT : exon: 3-4 |
| Hs | *GIRK2*  *(KCNJ6)* | Potassium Inwardly Rectifying Channel Subfamily J | GATGGGAAACTGTGCCTGAT CTCCGAGGTCTGTTTGGATTT |
| Hs | *SOX6* | SRY-box transcription factor 6 | Prime Time qPCR primers Pre-designed IDT : exon: 17-18 |
| Hs | *ALDH1A1* | Aldehyde dehydrogenase 1 family member A1 | Prime Time qPCR primers Pre-designed IDT : exon: 12-13 |

**Supplementary Table 3.** Primers used for qPCR analysis.

**Supplementary Table 4**. List of primary and secondary antibodies.

# Supplementary material for: Robust derivation of transplantable dopamine neurons from human pluripotent stem cells by timed retinoic acid delivery
**Source:** Nat Commun. 2022 Jun 1;13:3046. doi: 10.1038/s41467-022-30777-8
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <p>Immunofluorescence images were acquired with a confocal Zeiss LSM 700 microscope with ZEN 2011 software, Zeiss AxioImager M2 fluorescent microscope with ZEN2 software, and Molecular Devices ImageXpress Micro, software version 6.0. For neuron current recording, neurons were visualized using a DIC microscope (Scientifica, Uckfield, UK) with a 60x objective (Olympus, Tokyo, Japan). Signals were recorded with an Axon MultiClamp 700B amplifier and digitized at 20 kHz with an Axon Digidata 1550B digitizer (Molecular Devices, San Jose, CA, USA).</p> <p>Quantitative Real-Time PCR was performed in a 7500 Fast Real Time PCR system.</p> <p>For RNA-seq experiments, RNA integrity was determined on an Agilent RNA 6000 Pico chip, using Agilent 2100 BioAnalyzer (Agilent Technologies). Samples were sequenced on NovaSeq6000 and HiSeq2500 instruments.</p> <p>For western blot analysis, detection of HRP was performed on a ChemiDoc Imaging System (Bio-Rad).</p> <p>For HPLC analysis, samples were analyzed in a HPLC system consisting of HTEC500 (Eicom, Kyoto, Japan) and a CMA/200 Refrigerated Microsampler (CMA Microdialysis, Stockholm, Sweden). Separation was achieved on a 200 x 2.0 mm Eicompak CAX column (Eicom). The chromatograms were recorded and integrated using the computerized data acquisition system Clarity (DataApex).</p> |
| Data analysis   | <p>ImageXpress images were analyzed with MetaXpress Version 5.0. Confocal images were analyzed with ImageJ/Fiji 1.53, or CellProfiler 3.1.5 software. Average neurite length was quantified using NeuronJ plugin in ImageJ package (<a href="https://imagej.net/plugins/neuronj">https://imagej.net/plugins/neuronj</a>). The Bcl to FastQ conversion was performed using bcl2fastq_v2.19.1.403 from the CASAVA software suite. Reads were mapped to the human genome assembly, build GRCh37 (<a href="https://www.ncbi.nlm.nih.gov/assembly/GCF_000001405.13/">https://www.ncbi.nlm.nih.gov/assembly/GCF_000001405.13/</a>) using STAR (v 2.6.1a). Gene level abundances were estimated as FPKMs using StringTie2. Statistical significance of differential expression was estimated with t-test, using p-values and false discovery rate (R package v. 3.6.2). Gene level abundances were estimated as FPKMs using StringTie2. Script to determine current amplitude in single cell recordings of dopamine neurons in cell culture have been deposited to Zenodo (<a href="https://zenodo.org/record/6367837#.YjSC3DUo9PY">https://zenodo.org/record/6367837#.YjSC3DUo9PY</a>).</p>                                                                                                                                                                                              |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source Data for Figs. 1-6 and Supplementary Figs. 1-7 are provided with this paper.

RNA-seq datasets reported in this manuscript have been deposited to the Gene Expression Omnibus under accession number GSE147404 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE147404>). Human genome assembly, build GRCh37 ([https://www.ncbi.nlm.nih.gov/assembly/GCF\\_000001405.13/](https://www.ncbi.nlm.nih.gov/assembly/GCF_000001405.13/)).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. The sample size was chosen based on previous publications. Please see: Dias et al., 2014 (PMID: 25467979), Dias et al.; 2020 (PMID: 32938678); Kirkeby et al., 2017 (PMID: 28094017)                                                                                                                                                                        |
| Data exclusions | No data were excluded from analysis                                                                                                                                                                                                                                                                                                                                                                                       |
| Replication     | Reproducibility was ensured by sampling from multiple biological replicates, i.e., from multiple rats or from multiple PSCs differentiations. The exact number of replicates in groups or independent biological experiments is mentioned in the figure legends. No results are included that were not observed in multiple experiments. All attempts at replication were successful.                                     |
| Randomization   | Cell differentiation experiments were not randomized but different members of the laboratory have performed independent cell differentiation experiments using this method. For microscopy image analysis, the regions and cells within the experimental group were randomly selected.<br>All animals used in transplantation experiments were female rats with approximately similar age, weight and genetic background. |
| Blinding        | Investigators were not blind to subject groups because knowledge of experimental conditions was required during data collection and evaluation.                                                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Rabbit polyclonal anti-OCT4/ Santa Cruz Biotechnology/ sc-9081/ 1:1000 (IHC)  
 Rabbit polyclonal anti-OCT4/ Cell Signaling/ 2750/ 1:2000 (IHC);1:4000 (WB)  
 Goat polyclonal anti-SOX1/ R&D Systems/ AF-3369/ 1:2000 (IHC);1:4000 (WB)  
 Mouse monoclonal anti-ACTIN/ Seven Hills Bioreagents/ LMAB-C4/ 1:4000 (WB)  
 Rabbit polyclonal anti-GAPDH/ Invitrogen/ PA1-987/ 1:2000 (WB)  
 Rabbit polyclonal anti-PAX6/ Sigma-Aldrich/ HPA030775/ 1:1000 (IHC)  
 Goat polyclonal anti-OTX2/ R&D Systems/ AF-1979/ 1:2000 (IHC)  
 Rabbit polyclonal anti-FOXG1/ Abcam/ ab18259/ 1:2000 (IHC)  
 Rabbit polyclonal anti-HOXA2/ Sigma-Aldrich/ HPA029774/ 1:1000 (IHC)  
 Mouse monoclonal anti-HOXB4/ DSHB/ I12/ 1:20 (IHC)  
 Guinea-pig polyclonal anti-LMX1B/ home made/ N/A/ 1:6000 (IHC)  
 Mouse monoclonal anti-NKX2.1/ Abcam/ ab220211/ 1:1000 (IHC)  
 Mouse monoclonal anti-NKX2.2/ DSHB/ 74.5A5/ 1:50 (IHC);1:100 (WB)  
 Rabbit polyclonal anti-LMX1A/ Merck Millipore/ AB10533/ 1:3000 (IHC);1:4000 (WB)  
 Guinea-pig polyclonal anti-PHOX2B/ home made/ N/A/ 1:12000 (IHC)  
 Goat polyclonal anti-FOXA2/ R&D Systems/ AF-2400/ 1:1000 (IHC)  
 1:4000 (WB)  
 Rabbit polyclonal anti-NURR1/ Santa Cruz Biotechnology/ sc-991/ 1:300 (IHC)  
 Rabbit polyclonal anti-BARHL1/ Novus Biologicals / NBP1-86513/ 1:500 (IHC)  
 Sheep polyclonal anti-PITX2/ R&D Systems/ AF7388/ 1:500 (IHC)  
 Mouse monoclonal anti-NKX6.1/ DSHB/ F65A2/ 1:100 (IHC)  
 Mouse monoclonal anti- $\beta$ -CATENIN/ Santa Cruz Biotechnology/ sc-7963/ 1:1000 (IHC)  
 Mouse monoclonal anti-PHOX2A/ Santa Cruz Biotechnology/ sc-81978/ 1:1000 (IHC)  
 Mouse monoclonal anti-EN1/ DSHB/ 4G11/ 1:20 (IHC)  
 Rabbit polyclonal anti-GIRK2/ Alamone Labs / APC006/ 1:500 (IHC)  
 Mouse monoclonal anti-Tuj1/ Sigma-Aldrich/ T8578/ 1:2000 (IHC)  
 Rabbit polyclonal anti-TH/ Novus Biologicals/ NB300-109/ 1:1000 (IHC)  
 Sheep polyclonal anti-TH/ Novus Biologicals/ NB300-110/ 1:1000 (IHC)  
 Mouse monoclonal anti-TH/ Sigma-Aldrich/ T2928/ 1:1000 (IHC)  
 Rabbit polyclonal anti-5-HT/ Immunostar/ 20080/ 1:5000 (IHC)  
 Goat polyclonal anti-5-HT/ Immunostar/ 20079/ 1:1000 (IHC)  
 Rabbit polyclonal anti-CALBINDIN/ Sigma-Aldrich/ HPA023099/ 1:1000 (IHC)  
 Mouse monoclonal anti-MAP2/ R&D Systems/ MAB8304/ 1:2000 (IHC)  
 Rabbit polyclonal anti-DAT/ Merck Millipore/ AB1766/ 1:500 (IHC)  
 Rabbit polyclonal anti-GABA/ Sigma-Aldrich/ A2052/ 1:1500 (IHC)  
 Rabbit polyclonal anti-SYNAPTOPHYSIN/ Zymed/ 18-0130/ 1:200 (IHC)  
 Guinea-pig polyclonal anti-PITX3/ Johan Ericson/Thomas Perlmann, KI/ N/A/ 1:20000 (IHC)  
 Mouse monoclonal anti-SHH/ DSHB/ 5E1/ 1:20 (IHC)  
 Mouse monoclonal anti-PAX3/ DSHB/ PAX3 clone C2/ 1:40 (WB)  
 Rat monoclonal anti-Ki67/ Invitrogen/ 14-5698-82/ 1:1000 (IHC)  
 Rabbit anti-LMX1A/ Dr. M. German, San Francisco, CA/ N/A/ 1:6000 (IHC)  
 Mouse monoclonal anti-ISL1/ DSHB/ 40.3A4/ 1:100 (IHC)  
 Rabbit polyclonal anti-PRPH/ Merk Millipore/ AB1530/ 1:1000 (IHC)  
 Rabbit polyclonal anti-5HTR-1A/ Santa Cruz Biotechnology/ sc-10801/ 1:200 (IHC)  
 Mouse monoclonal anti-GATA3/ Santa Cruz Biotechnology/ sc-268/ 1:300 (IHC)  
 Mouse monoclonal anti- HuC/D/ Molecular probes/ A21271/ 1:1000 (IHC)  
 Rabbit polyclonal anti-SERT/ Alomone labs/ AMT-004/ 1:500 (IHC)  
 Goat polyclonal anti-TPH2/ Everest Biotech/ EB07050/ 1:500 (IHC)  
 Mouse monoclonal anti-hNCAM/ Santa Cruz Biotechnology/ sc-106/ 1:500 (IHC)  
 Mouse monoclonal anti-HuNu/ Chemicon/ MAB1281/ 1:1000 (IHC)  
 Rat anti-CORIN/ R&D Systems/ MAB 2209/ 1:500 (IHC)  
 Goat polyclonal anti-Neurogenin2/ Santa Cruz Biotechnology/ sc-19233/ 1:200 (IHC)  
 Mouse anti-NESTIN/ Merk Millipore/ MAB5326/ 1:1000 (IHC)  
 Alexa Fluor 488 donkey anti-rabbit IgG/ Invitrogen/ A21206/ 1:500  
 Alexa Fluor 555 donkey anti-rabbit IgG/ Invitrogen/ A31572/ 1:500  
 Alexa Fluor 647 donkey anti-rabbit IgG/ Invitrogen/ A31573/ 1:500  
 Alexa Fluor 488 donkey anti-mouse IgG/ Invitrogen/ A21202/ 1:500  
 Alexa Fluor 555 donkey anti-mouse IgG/ Invitrogen/ A31570/ 1:500  
 Alexa Fluor 647 donkey anti-mouse IgG/ Invitrogen/ A31573/ 1:500  
 Alexa Fluor 647 goat anti-mouse IgG2b/ Invitrogen/ A21242/ 1:500  
 Alexa Fluor 488 goat anti-mouse IgG1/ Invitrogen/ A21121/ 1:500  
 Alexa Fluor 555 goat anti-mouse IgG1/ Invitrogen/ A21127/ 1:500  
 Alexa Fluor 647 goat anti-mouse IgG1/ Invitrogen/ A21240/ 1:500  
 Alexa Fluor 488 donkey anti-goat IgG/ Invitrogen/ A11055/ 1:500  
 Alexa Fluor 555 donkey anti-goat IgG/ Invitrogen/ A21432/ 1:500  
 Alexa Fluor 647 donkey anti-goat IgG/ Invitrogen/ A21447/ 1:500  
 Alexa Fluor 488 donkey anti-guinea pig IgG/ Invitrogen/ A11073/ 1:500

Alexa Fluor 555 donkey anti- guinea pig IgG/ Invitrogen/ A21435/ 1:500  
 Alexa Fluor 647 donkey anti- guinea pig IgG/ Invitrogen/ A21450/ 1:500  
 Mouse anti-goat IgG, HRP conjugated/ Invitrogen/ 31400/ 1:5000  
 goat anti-rabbit IgG, HRP conjugated/ Invitrogen/ 31460/ 1:5000  
 goat anti-mouse IgG, HRP conjugated/ Invitrogen/ 31430/ 1:5000

## Validation

Previously published antibodies or antibodies with company based validations were used for immunohistochemistry:

Rabbit anti-OCT4 (Santa Cruz Biotechnology, sc-9081): <https://www.scbt.com/p/oct-3-4-antibody-h-134>

Rabbit anti-OCT4 (Cell Signaling, 2750): <https://www.cellsignal.com/products/primary-antibodies/oct-4-antibody/2750>

Goat anti-SOX1 (R&D Systems, AF-3369): [https://www.rndsystems.com/products/human-mouse-rat-sox1-antibody\\_af3369](https://www.rndsystems.com/products/human-mouse-rat-sox1-antibody_af3369)

Mouse anti-ACTIN (Seven Hills Bioreagents, LMAB-C4): <https://www.sevenhillsbioreagents.com/products/anti-actin-mouse-c4>

Rabbit anti-GAPDH (Invitrogen, PA1-987): <https://www.thermofisher.com/antibody/product/GAPDH-Antibody-Polyclonal/PA1-987>

Rabbit anti-PAX6 (Sigma-Aldrich, HPA030775): <https://www.sigmaaldrich.com/SE/en/product/sigma/hpa030775>

Goat anti-OTX2 (R&D Systems, AF-1979): <https://www.rndsystems.com/search?keywords=AF-1979>

Rabbit anti-FOXG1 (Abcam, ab18259): <https://www.abcam.com/foxg1-antibody-ab18259.html>

Rabbit anti-HOXA2 (Sigma-Aldrich, HPA029774): <https://www.sigmaaldrich.com/SE/en/product/sigma/hpa029774>

Mouse anti-HOXB4 (DSHB, l12): <https://dshb.biology.uiowa.edu/l12-anti-Hoxb4>

Guinea-pig anti-LMX1B (home made, N/A): Dias et al. Tgfb Signaling Regulates Temporal Neurogenesis and Potency of Neural Stem Cells in the CNS. Neuron 84:927-939 (2014)

Mouse anti-NKX2.1 (Abcam, ab220211): <https://www.abcam.com/ttf1-antibody-nx21690-ab220211.html>

Mouse anti-NKX2.2 (DSHB, 74.5A5): Dias et al. Tgfb Signaling Regulates Temporal Neurogenesis and Potency of Neural Stem Cells in the CNS. Neuron 84:927-939 (2014); <https://dshb.biology.uiowa.edu/74-5A5>

Rabbit anti-LMX1A (Merck Millipore, AB10533): <https://www.sigmaaldrich.com/SE/en/product/mm/ab10533>

Guinea-pig anti-PHOX2B (home made, N/A): Dias et al. Tgfb Signaling Regulates Temporal Neurogenesis and Potency of Neural Stem Cells in the CNS. Neuron 84:927-939 (2014)

Goat anti-FOXA2 (R&D Systems, AF-2400): <https://www.rndsystems.com/search?keywords=AF-2400>

Rabbit anti-NURR1 (Santa Cruz Biotechnology, sc-991): <https://www.scbt.com/p/nurr1-antibody-n-20>

Rabbit anti-BARHL1 (Novus Biologicals, NBP1-86513): [https://www.novusbio.com/products/barhl1-antibody\\_nbp1-86513](https://www.novusbio.com/products/barhl1-antibody_nbp1-86513)

Sheep anti-PITX2 (R&D Systems, AF7388): [https://www.rndsystems.com/products/human-pitx2-antibody\\_af7388](https://www.rndsystems.com/products/human-pitx2-antibody_af7388)

Mouse anti-NKX6.1 (DSHB, F65A2): <https://dshb.biology.uiowa.edu/F65A2>

Mouse anti-β-CATENIN (Santa Cruz Biotechnology, sc-7963): <https://www.scbt.com/p/beta-catenin-antibody-e-5>

Mouse anti-PHOX2A (Santa Cruz Biotechnology, sc-81978): <https://www.scbt.com/p/phox2a-antibody-37k-2>

Mouse anti-EN1 (DSHB, 4G11): <https://dshb.biology.uiowa.edu/4G11>

Rabbit anti-GIRK2 (Alomone Labs, APC006): <https://www.alomone.com/p/anti-kir3-2-girk2/APC-006>

Mouse anti-Tuj1 (Sigma-Aldrich, T8578): <https://www.sigmaaldrich.com/SE/en/product/sigma/t8578>

Rabbit anti-TH (Novus Biologicals, NB300-109): [https://www.novusbio.com/products/tyrosine-hydroxylase-antibody\\_nb300-109](https://www.novusbio.com/products/tyrosine-hydroxylase-antibody_nb300-109)

Sheep anti-TH (Novus Biologicals, NB300-110): [https://www.novusbio.com/products/tyrosine-hydroxylase-antibody\\_nb300-110](https://www.novusbio.com/products/tyrosine-hydroxylase-antibody_nb300-110)

Mouse anti-TH (Sigma-Aldrich, T2928): <https://www.sigmaaldrich.com/SE/en/product/sigma/t2928>

Rabbit anti-5-HT (Immunostar, 20080): <https://www.immunostar.com/product/5-ht-serotonin-rabbit-antibody/>

Goat anti-5-HT (Immunostar, 20079): <https://www.immunostar.com/product/5-ht-serotonin-goat-antibody/>

Rabbit anti-CALBINDIN (Sigma-Aldrich, HPA023099): <https://www.sigmaaldrich.com/SE/en/product/sigma/hpa023099>

Mouse anti-MAP2 (R&D Systems, MAB8304): [https://www.rndsystems.com/products/human-map2-antibody-885232\\_mab8304](https://www.rndsystems.com/products/human-map2-antibody-885232_mab8304)

Rabbit anti-DAT (Merck Millipore, AB1766): <https://www.sigmaaldrich.com/SE/en/product/mm/ab1766>

Rabbit anti-GABA (Sigma-Aldrich, A2052): <https://www.sigmaaldrich.com/SE/en/product/sigma/a2052>

Rabbit anti-SYNAPOPHYSIN (Zymed, 18-0130): Nieto-Estévez et al. Distinct Effects of BDNF and NT-3 on the Dendrites and Presynaptic Boutons of Developing Olfactory Bulb GABAergic Interneurons In Vitro. Cellular and Molecular Neurobiology (2021).

Guinea-pig anti-PITX3 (Johan Ericson/Thomas Perlmann, KI, N/A): Tiklová et al. Single-cell RNA sequencing reveals midbrain dopamine neuron diversity emerging during mouse brain development. Nat commun. 10:581 (2019)

Mouse anti-SHH (DSHB, 5E1): <https://dshb.biology.uiowa.edu/5E1>

Mouse anti-PAX3 (DSHB, PAX3 clone C2): <https://dshb.biology.uiowa.edu/Pax3>

Rat anti-Ki67 (Invitrogen, 14-5698-82): <https://www.thermofisher.com/antibody/product/Ki-67-Antibody-clone-SolA15-Monoclonal/14-5698-82>

Rabbit anti-LMX1A (Dr. M. German, San Francisco, CA, N/A): Marklund et al. Detailed expression analysis of regulatory genes in the early developing human neural tube. Stem Cells Dev 23: 5-15 (2014)

Mouse anti-ISL1 (DSHB, 40.3A4): Dias et al. Tgfβ Signaling Regulates Temporal Neurogenesis and Potency of Neural Stem Cells in the CNS. Neuron 84:927-939 (2014); <https://dshb.biology.uiowa.edu/40-3A4>

Rabbit anti-PRPH (Merk Millipore, AB1530): <https://www.sigmaaldrich.com/SE/en/product/mm/ab1530>

Rabbit anti-5HTR-1A (Santa Cruz Biotechnology, sc-10801): <https://datasheets.scbt.com/sc-10801.pdf>

Mouse anti-GATA3 (Santa Cruz Biotechnology, sc-268): Dias et al. Tgfβ Signaling Regulates Temporal Neurogenesis and Potency of Neural Stem Cells in the CNS. Neuron 84:927-939 (2014); <https://www.scbt.com/p/gata-3-antibody-hg3-31>

Mouse anti- HuC/D (Molecular probes, A21271): <https://www.thermofisher.com/antibody/product/HuC-HuD-Antibody-clone-16A11-Monoclonal/A-21271>

Rabbit anti-SERT (Alomone labs, AMT-004): <https://www.alomone.com/p/anti-serotonin-transporter-sert-extracellular/AMT-004>

Goat anti-TPH2 (Everest Biotech, EB07050): <https://everestbiotech.com/product/goat-anti-tryptophan-hydroxylase-2-tpH2-antibody/>

Mouse anti-hNCAM (Santa Cruz Biotechnology, sc-106): <https://www.scbt.com/p/ncam-antibody-eric-1>

Mouse anti-HuNu (Chemicon, MAB1281): <https://www.sigmaaldrich.com/SE/en/product/mm/mab1281>

Rat anti-CORIN (R&D Systems, MAB 2209): <https://www.rndsystems.com/search?keywords=MAB+2209>

Goat anti-Neurogenin 2 (Santa Cruz, sc-19233): <https://www.scbt.com/p/neurogenin-2-antibody-c-16>

Mouse anti-NESTIN (Merk Millipore, MAB5326): <https://www.sigmaaldrich.com/SE/en/product/mm/mab5326>

Control differentiations were stained with secondary antibody alone.

Additionally, for western blots, samples that do not express the protein were used as controls.

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

HS980 and HS401 ESC lines were provided by Drs Outi Hovatta and Fredrik Lanner, Karolinska Institutet. HS980 line was certified as GMP-compliant. (Main, H., Hedenskog, M., Acharya, G., Hovatta, O., & Lanner, F. (2020). Karolinska Institutet Human Embryonic Stem Cell Bank. Stem Cell Research, 45, 101810). Human iPSC lines SM55 and SM56 were provided by Drs Pamela J. McLean and Simon Moussaïd (Neuroregeneration Lab within the Center for Regenerative Medicine, Mayo Clinic).

|                                                                      |                                                                                                                                                                                                                                 |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                                                      | Isolation of primary human skin fibroblasts (obtained with patient consent) and generation of iPSCs were approved by the Mayo Clinic. Institutional Review Board under IRB protocols (IRB 09-003803).                           |
| Authentication                                                       | Cell lines were authenticated by providers. The cells from all lines showed normal karyotype, morphology, and expressed markers of human pluripotent stem cells (defined by RNA sequencing, immunocytochemistry, western blot). |
| Mycoplasma contamination                                             | All cell lines tested negative for mycoplasma contamination using LookOut Mycoplasma qPCR Detection Kit (Sigma)                                                                                                                 |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used                                                                                                                                                                                  |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                             |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Adult female, athymic “nude” rats were purchased from Harlan/Envigo Laboratories (Hsd:RH-Foxn1rnu). Animals were at a minimum of 16 weeks at start of experiment (180 g).                                   |
| Wild animals            | This study did not involve wild animals                                                                                                                                                                     |
| Field-collected samples | This study did not involve field-collected samples                                                                                                                                                          |
| Ethics oversight        | All animal procedures were approved by the Malmö/Lund Ethics Committee for the use of laboratory animals (Malmö/Lunds djurförsöksetiska nämnd) and the Swedish Department of Agriculture (Jordbruksverket). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

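RNA-seq was made from HS980 cells, a human embryonic stem cell line, in 10 groups: undifferentiated cells, cultures at 2 DDC with 2 days of RA (200 nM), cultures at 9 DDC with SAG from day 0 and RA for 0, 1, 2 or 4 days, and cultures with 2 days of RA and SAG from day 1 at 9, 12, 14 and 21 DDC. Each group has 2 libraries, except that 1 library was used at 21 DDC. The plan written before the data were examined assumed 2 libraries there and a test of 21 against 14 DDC. In each of the 2 tables, 1 column is named by no sample label and was not used, so that differences between 21 and 14 DDC are given without a p.

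The authors made stranded poly-A libraries, mapped the reads with STAR to GRCh37 and counted them per Ensembl gene with featureCounts. The counts were deposited as raw numbers of reads for 63677 genes. The authors estimated FPKM values with StringTie2, and these were deposited for 63676 genes. The methods say that several Ensembl identifiers of one gene symbol were summed, whereas the deposited values are given per Ensembl gene. The paper's text does not name the strand setting of the counting or the annotation release. At least 1 count was found for 37826 genes. The counts per library are given with each experiment, and a gene with 0 counts in a library is compatible with up to 3 counts expected there.

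Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, libraries were scaled by TMM, and groups were compared by the quasi-likelihood F test with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Levels are given as CPM on TMM-scaled library sizes, and log2 CPM used a prior count of 2. The ESC and 2 DDC libraries, whose labels have another prefix than those of later stages, were fitted on their own, apart from the alternative fit over all 19 libraries, and were not tested against later stages. The 4 groups with SAG from day 0 at 9 DDC were fitted together, as were the 4 stages of the time course. SAG from day 1 was compared with SAG from day 0 in a fit over all 5 groups at 9 DDC. Genes named in the text were chosen among those that the paper names for an RNA-seq result and, for each edgeR comparison, among the 2 genes that rose most and the 2 that fell most by log2 fold change among those past the threshold whose replicates in one group all exceeded those in the other in CPM and whose mean count was at least 100 in the higher group. The difference between the 21 DDC library and 14 DDC was counted over genes at least 2 log2 units above or below both 14 DDC libraries. Principal components, Euclidean distances and average-linkage clustering were computed on log2 CPM. Gene positions and transcript lengths come from GENCODE release 44 lifted to GRCh37, in which 55665 of the genes of the count table were found. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

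The edgeR test was tested on simulated data with the depth and spread of these libraries, in which 200 genes were changed. It recovered 179 of them in the design of the 2 DDC comparison, with false calls making up 3.76% of the calls, 95 in that of RA2D + SAG against SAG-only cultures (5.94%) and 149 in that of 12 against 9 DDC (10.8%). Genes not past the threshold are therefore not shown to be unchanged. False calls made up 1.75%, 22.1% and 15.8% of the calls of DESeq2 in these designs, in the same order. A gene past the threshold with DESeq2 and not with edgeR is therefore weak evidence of a change in the later stages.

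The alternatives were DESeq2's size factors or upper-quartile scaling in edgeR, DESeq2 1.42.0, no filter on low counts or at least 10 counts in every library, a minimum absolute log2 fold change of 1, fits over the compared groups or over all 19 libraries, the replicate number as a block, and limma 3.58.1 on log2 FPKM with a pseudocount of 1 or 0.1 for genes with a mean FPKM of at least 0.5 in a group. Log2 fold changes of named genes were also computed from FPKMs with these pseudocounts or with zeros replaced by 1e-06, and with each library left out. Distances were also computed from FPKMs, from Spearman's correlation and over the 500 genes with the largest variance. Removal of a trend with transcript length, fits without the RA1D libraries, the distances with each library left out and all alternatives for the 21 DDC library were added after the data had been seen. Immunostaining, qPCR, single-cell and animal data of the paper were not analysed here.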

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

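The tests of a scaling difference, of cells with the SAG-only profile and of another sample for the 21 DDC library, of endoderm markers for RA4D + SAG cultures, and of neurogenesis genes and the direction from 2 to 4 days of RA for the start of SAG were chosen only after the result was seen.

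The paper gives no RNA-seq comparison of the RA2D cultures with SAG from day 1 and from day 0 at 9 DDC. Between them 924 of 19385 genes differed at an edgeR adjusted p under 0.05, with 494 higher and 430 lower with SAG from day 1. NKX6-1 was higher with a log2 fold change of 2.04 (standard error 0.20, edgeR adjusted p = 0.00148), as was NKX2-2 (1.77), and LMX1A (-1.74) and OTX2 (-1.86) were lower, each in both replicates. HES5 (6.26) and NEUROD4 (4.46) rose most and ENSG00000176320 and CHRM2 (-2.97) fell most. The tables argue against transcript length, with a Spearman's rho of -0.0255 over all genes tested that have a length. A shift in the direction from 2 to 4 days of RA stays open. Over the 2009 genes that differ between RA4D + SAG and RA2D + SAG cultures, the fold changes of both comparisons had a rho of 0.781 when each was taken against a different RA2D replicate (0.760 and 0.802 for both assignments), and all 6 hindbrain genes of Fig. 2b had positive fold changes, 3 of them past the threshold. The RA response genes had a median log2 fold change of -0.14 here and of 0.78 from RA2D + SAG to RA4D + SAG. Both comparisons still share the RA2D condition with SAG from day 0, so a feature of those cultures could give the same correlation. Genes of hypoxia and glycolysis, a list chosen before the data were examined, had a median log2 fold change of 1.07 here. It was 1.15 from RA2D + SAG to RA4D + SAG and -1.37 from RA1D + SAG to RA2D + SAG. For the proliferation genes the medians were 0.583, 1.2 and -1.22, with none past the threshold for the start of SAG. A state of the RA2D cultures with SAG from day 0 thus stays open as well. Whether the correlation reflects a longer effective RA exposure cannot be told apart from other causes. Over the 1493 genes that differ between RA4D + SAG and RA1D + SAG cultures the rho was 0.0417. More neurogenic cells with SAG from day 1 stay open as a candidate explanation, since 7 of the 8 neurogenesis genes of Fig. 4a above the floor had positive fold changes, with a median log2 fold change of 2.47 (2.61 with genes at the floor set to their bound). The neurogenesis genes had a median of 2.39 from RA2D + SAG to RA4D + SAG, so both explanations overlap. The start of SAG itself is the difference that the design names and stays open. All 4 SHH pathway targets chosen before the data were examined had negative fold changes with SAG from day 1, with a median of -0.66. Of these, 2 were past the threshold, and 3 adjusted over the list alone. From RA2D + SAG to RA4D + SAG all 4 were negative as well, with a median of -0.433. These targets therefore do not tell the start of SAG apart from a shift in that direction.

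GATA4, which the paper shows at 2 DDC in Supplementary Fig. 1b and does not report on at 9 DDC, had 1 to 2 counts in the RA2D + SAG libraries and 661 to 693 counts in the RA4D + SAG libraries at 9 DDC, at least 235-fold higher (edgeR adjusted p = 0.000827). GATA6 rose as well, by 2.45 on the log2 scale, and PDX1 by at least 27.3-fold. GATA6 and PDX1 were singled out after their values were seen. Definitive endoderm cells in the RA4D cultures are argued against by SOX17, CER1, GSC, HHEX and HNF4A, which had a median of 0.0141 CPM there, with CER1 and GSC lower than in RA2D + SAG cultures past the threshold of edgeR. HNF4A is an exception, with 16 and 20 counts against 0 and 4 in RA2D + SAG cultures, a log2 fold change of 3.13 that was not past the threshold, so that other endodermal cells stay open. The other difference that the design names is the longer RA exposure, which stays open and was not tested apart from this comparison.

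In the 21 DDC library NKX2-1 had 7901 counts, against 48 to 69 counts in the 14 DDC libraries, and BARHL1 had 886, WNT8B 2777 and DBX1 2421. The paper's Fig. 2e gives these diencephalic genes at 14 DDC and not at 21 DDC. The rise was not limited to diencephalic genes. All 6 isthmus genes of Fig. 2e that passed the filter were higher too (median log2 fold change 4.66), as were 6 of 7 forebrain genes of Fig. 2b. A scaling difference between the libraries is argued against, since the diencephalon genes and the 4 HOX genes tested moved apart by 10.6 in median log2 fold change (7.58 and -3.02, genes at the floor at their bound). Transcript length is argued against, since with its trend removed the median of the diencephalon genes was 7.48. Cells with the profile of SAG-only cultures at 9 DDC mixed into the culture are argued against as well. NKX2-1 would need 85.1% of such cells, and the 4 other genes tested reached a median of 2.74% of the level that share gives. A separate culture or another sample under this label cannot be told apart from a change with time in the culture, because 1 library was analysed at 21 DDC.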

How the results depend on the processing

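The removal of a trend with transcript length, the fits without RA1D libraries, the distances with a library left out and the alternatives for the 21 DDC library were chosen only after the result was seen. The cause of a change was not tested except where the alternative's construction gives it.

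With DESeq2's size factors, upper-quartile scaling, at least 10 counts in every library or the replicate block, the number of genes past the threshold stayed within 1.5 times its value in all 8 comparisons. Replicate numbers were used as labels only, since the log2 ratios of equally numbered replicates correlated between groups by -0.459 to 0.439, and with the replicate block the numbers ran from 627 to 6264. With limma on log2 FPKM and a pseudocount of 1, the numbers were 4613 genes for 2 DDC against ESCs, 682 for RA1D + SAG against SAG-only, 1763 for RA2D + SAG against RA1D + SAG, 1221 for RA4D + SAG against RA2D + SAG, 2896 for RA2D + SAG against SAG-only, 513 for the start of SAG, 3076 for 12 against 9 DDC and 134 for 14 against 12 DDC. With a pseudocount of 0.1 they were, in the same order, 4530, 756, 1630, 964, 2806, 337, 2976 and 15. Of the 15 genes, 11 were among the 1348 of the counts, and 3374 genes had an unadjusted p under 0.05 there. A minimum absolute log2 fold change of 1, which by construction leaves fewer genes, gave 3878 for 2 DDC against ESCs, 3199 for 12 against 9 DDC and 827 for 14 against 12 DDC. Without a filter on low counts more genes are tested, and the numbers were 2839 for RA1D + SAG against SAG-only, 4943 for RA2D + SAG against RA1D + SAG, 3791 for RA4D + SAG against RA2D + SAG, 1471 for the start of SAG and 2716 for 14 against 12 DDC.

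Fits over the compared groups alone gave 343 genes for RA1D + SAG against SAG-only, 442 for RA2D + SAG against RA1D + SAG, 7572 for RA4D + SAG against RA2D + SAG, 10545 for RA2D + SAG against SAG-only, 7144 for the start of SAG, 9888 for 12 against 9 DDC and 486 for 14 against 12 DDC. The comparisons that hold the RA1D or 14 DDC replicates fell and the others rose. Without the RA1D libraries, RA4D + SAG against RA2D + SAG gave 8336 and RA2D + SAG against SAG-only 8683. Fits over all libraries gave 2334, 5030 and 3757 for the steps from 0 to 1, 1 to 2 and 2 to 4 days of RA. DESeq2 gave 1495 for the start of SAG. With the length trend removed, RA4D + SAG against RA2D + SAG gave 3017, the start of SAG 1560 and 14 against 12 DDC 2949. The share of higher genes also moved, from 57.6% to 44.2% for RA2D + SAG against SAG-only with the length trend removed, from 69.6% to 86.6% for RA1D + SAG against SAG-only and from 53.2% to 69.9% for RA2D + SAG against RA1D + SAG in fits over the compared groups, and from 61.8% to 78.4% for 14 against 12 DDC with limma and a pseudocount of 1. For RA2D + SAG against RA1D + SAG the share also fell, to 46.7% with upper-quartile scaling and to 45.1% with the length trend removed. Which direction held the majority there thus depended on the processing. No gene past the threshold in the 8 comparisons changed sign in the fits that left out a library.

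The 21 DDC library differed from both 14 DDC libraries by at least 2 log2 units in 1003 of 14085 genes, and in 407 with FPKMs and a pseudocount of 1. Without 14 DDC replicate 1 or 2 the number was 1185 or 1292. The distance ratio of the RA groups was 0.604 with Spearman's correlation, 0.676 with FPKMs, 0.944 with the length trend removed and 1.94 over the 500 genes with the largest variance. It ran from 0.883 to 1.70 across the 8 analyses that each left out a library, and exceeded 1 only without an RA1D library.

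Of 130 pairs of gene and comparison chosen by the rule for named genes, 128 had alternatives, since GATA6 and WNT1 were not tested at 2 DDC. With DESeq2 117 were classed as the same, 3 as weaker, 6 as stronger and 2 as moved otherwise. With the replicate block these numbers were 121, 2, 3 and 2. With the length trend removed 1 was weaker and 8 stronger, and with FPKMs and a pseudocount of 1, 11 were weaker and 0 stronger. Direction reversed in these cases. FOXA2 in RA2D + SAG against RA1D + SAG ran from -0.14 without RA1D replicate 1 to 0.55 without RA1D replicate 2. CORIN at 14 against 12 DDC was 0.0356 from FPKMs with zeros replaced by 1e-06 or a pseudocount of 0.1 and 0.0355 with a pseudocount of 1, and ran from -0.35 without 14 DDC replicate 2 to 0.18 without 14 DDC replicate 1. ALCAM was 0.0175 with the length trend removed, and ran from -0.16 without 14 DDC replicate 2 through 0.07 without 12 DDC replicate 2 to 0.10 without 14 DDC replicate 1. SOX4 at 2 DDC was -0.75 with FPKM zeros replaced by 1e-06, -0.70 with a pseudocount of 1, -0.74 with 0.1, and ran from -0.0159 without 2 DDC replicate 1 to 0.25 without ESC replicate 2. None of these 4 genes was past the threshold in edgeR. Depth limits genes with 3 counts or fewer in a group, for which a bound and no fold change is given.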

Differences from the paper's values

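The paper's Supplementary Table 1 gives log10 fold changes from log-transformed FPKMs, and the values here were converted to that scale from edgeR's fit of the counts. Each gene was classed as differing or as within the paper's values. The size of the gap alone does not give this class, since some genes classed as within had larger gaps than some that differ. By this class, 9 of the 40 genes of Supplementary Table 1 differ. They were NODAL -2.182 against the paper's -4.52, IDO1 -1.20 against the paper's -1.237, DNMT3B -0.723 against the paper's -0.652, ETV1 -0.472 against the paper's -0.351, KLF7 -0.341 against the paper's -0.189, NCAM1 0.968 against the paper's 0.782, NRCAM 0.960 against the paper's 1.035, SULF1 1.11 against the paper's 1.566 and PAX6 1.35 against the paper's 1.784. Of the alternatives set before the data were examined, FPKMs with zeros replaced by 1e-06 brought all 9 within the paper's values, as the legend of that table describes. A pseudocount of 0.1 on FPKMs did so for IDO1, DNMT3B, ETV1, KLF7 and NCAM1, a pseudocount of 1 for DNMT3B, ETV1 and KLF7, leaving out 2 DDC replicate 1 for IDO1, and leaving out ESC replicate 2 for ETV1. DESeq2, its size factors and the replicate block did so for none of them.

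Supplementary Table 2 gives log2 fold changes from FPKMs at 21 DDC relative to 14 DDC from 2 libraries at 21 DDC, of which 1 was used here. Here too, some genes classed as within had larger gaps than some that differ. By this class, 7 of the 18 genes of Supplementary Table 2 differ. They were NTN1 -1.49 against the paper's -1.943, SHH -2.03 against the paper's -1.005, TUBB3 2.65 against the paper's 2.236, NR4A2 5.40 against the paper's 5.009, STMN2 5.50 against the paper's 5.112, NEUROD4 6.31 against the paper's 6.36 and TH 7.73 against the paper's 22.834. For the 21 DDC library all alternatives were added after the data had been seen. Of them, FPKMs with zeros replaced by 1e-06 brought NR4A2 and TH within the paper's values. Leaving out 14 DDC replicate 1 did so for TUBB3. None closed the gap for NTN1, SHH, STMN2 or NEUROD4.

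The legend of Supplementary Table 1 names a paired test, while an unpaired unequal-variance test on the FPKMs gave all 40 p-values within 10 percent, an unpaired equal-variance test 3 and a paired test 15. The values that the source data of Supplementary Fig. 2e list for AXIN2 and FGF8 at 14 DDC are those of the 12 DDC libraries here. AXIN2 had FPKMs of 7.62 and 7.02 at 12 DDC and of 10.2 and 10.5 at 14 DDC.

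The paper states that endodermal and mesodermal genes were not upregulated at 2 DDC. Here CXCR4 (1.91) and HNF4A (at least 3.38-fold) were higher in edgeR, and with DESeq2 HNF4A was not past the threshold. The paper describes the RA conditions at 9 DDC as clearly segregated. Here, over all genes tested, the ratio of distances was 0.883 and clustering did not return the groups. The clustering of Fig. 2c used differentially expressed genes, so its input was another one. Over the 500 genes with the largest variance the ratio was 1.94 and the clusters were the groups. It was 1.70 or 1.69 without an RA1D library, an alternative chosen after seeing the values. The paper states that RA did not induce AXIN2, and its Supplementary Fig. 2e follows AXIN2 from ESCs to 14 DDC. Later stages were not tested against ESCs here. SAG-only cultures are another reference than that of the figure. Relative to them AXIN2 was higher in RA2D + SAG cultures at 9 DDC in edgeR (0.84). With limma on FPKMs this was not past the threshold (0.66 with a pseudocount of 1 and 0.75 with 0.1). Of the 6 WNT target genes tested in that comparison, 5 were higher past the threshold of edgeR and 0 lower, with a median log2 fold change of 1.17.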

Other observations

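The test of whether expression differs between replicates whose FPKMs differ was chosen only after the result was seen.

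The RA1D replicates at 9 DDC differed more than other replicate pairs, with a standard deviation of 0.786 in log2 ratio across genes, and the 14 DDC replicates came next with 0.51. In the RA1D pair the log2 ratio moved with transcript length with a Spearman's rho of -0.61, and in the 14 DDC pair with a rho of 0.644, against at most 0.424 in size in the other 7 pairs. Transcript length may therefore account for part of the spread. It is argued against as the whole cause, since the standard deviation with its trend removed was 0.629 in the RA1D pair and 0.399 in the 14 DDC pair, above 0.283, which is 1.5 times the median of the other pairs. A different position of the RA1D replicates between the SAG-only and RA2D + SAG profiles is argued against by a rho of -0.0656 over 4352 genes. What else differs between these replicates was not tested.

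In the 7 other replicate pairs, between 181 and 433 genes had FPKMs at least 2-fold apart and between 0 and 159 had counts that far apart. Expression that differs between replicates is argued against, since the counts of those genes differed by a median of 1.1-fold while their FPKMs differed by 2.37-fold. The FPKM estimation stays open as a candidate explanation, since 1.51% of genes with several annotated transcripts had FPKM and count ratios at least 2-fold apart, against 0.756% of genes with 1 transcript.

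PTCH1 was at 1924 ± 152 CPM in SAG-only, 544 ± 313 in RA1D + SAG and 279 ± 1.54 in RA2D + SAG cultures at 9 DDC (SD, n = 2 each). CDH1 was at 140 ± 3.71 CPM in RA2D + SAG and 158 ± 2.58 in RA4D + SAG cultures (SD, n = 2 each).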
